# A transgenerational role of the germline nuclear RNAi pathway in repressing heat stress-induced transcriptional activation in *C. elegans*

**DOI:** 10.1186/s13072-016-0052-x

**Published:** 2016-01-15

**Authors:** Julie Zhouli Ni, Natallia Kalinava, Esteban Chen, Alex Huang, Thi Trinh, Sam Guoping Gu

**Keywords:** Nuclear RNAi, Heat stress, Nuclear Argonaute protein HRDE-1/WAGO-9, LTR retrotransposon, Retrotransposon silencing, Mortal germline phenotype (*Mrt*), Transcriptional silencing, Heterochromatin, Germline, ChIP-seq, RNA-seq

## Abstract

**Background:**

Environmental stress-induced transgenerational epigenetic effects have been observed in various model organisms and human. The capacity and mechanism of such phenomena are poorly understood. In *C. elegans,* siRNA mediates transgenerational gene silencing through the germline nuclear RNAi pathway. This pathway is also required to maintain the germline immortality when *C. elegans* is under heat stress. However, the underlying molecular mechanism is unknown. In this study, we investigated the impact of heat stress on chromatin, transcription, and siRNAs at the whole-genome level, and whether any of the heat-induced effects is transgenerationally heritable in either the wild-type or the germline nuclear RNAi mutant animals.

**Results:**

We performed 12-generation temperature-shift experiments using the wild-type *C. elegans* and a mutant strain that lacks the germline-specific nuclear Argonaute protein HRDE-1/WAGO-9. By examining the mRNA, small RNA, RNA polymerase II, and H3K9 trimethylation profiles at the whole-genome level, we revealed an epigenetic role of HRDE-1 in repressing heat stress-induced transcriptional activation of over 280 genes. Many of these genes are in or near LTR (long-terminal repeat) retrotransposons. Strikingly, for some of these genes, the heat stress-induced transcriptional activation in the *hrde*-*1* mutant intensifies in the late generations under the heat stress and is heritable for at least two generations after the mutant animals are shifted back to lower temperature. *hrde*-*1* mutation also leads to siRNA expression changes of many genes. This effect on siRNA is dependent on both the temperature and generation.

**Conclusions:**

Our study demonstrated that a large number of the endogenous targets of the germline nuclear RNAi pathway in *C. elegans* are sensitive to heat-induced transcriptional activation. This effect at certain genomic loci including LTR retrotransposons is transgenerational. Germline nuclear RNAi antagonizes this temperature effect at the transcriptional level and therefore may play a key role in heat stress response in *C. elegans*.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0052-x) contains supplementary material, which is available to authorized users.

## Background

RNA interference (RNAi) includes a diverse set of small RNA-guided gene silencing phenomena. It was initially discovered as a biochemical pathway in which double-stranded RNA (dsRNA) leads to degradation of target mRNA in a highly sequence-specific manner [1, 2]. In addition to the post-transcriptional silencing mechanism in the cytoplasm (referred to as classical RNAi), RNAi also occurs in the nucleus and represses gene expression at the chromatin level (referred to as nuclear RNAi) (reviewed in [3–7]). In plants and *Schizosaccharomyces pombe*, small interfering RNA (siRNA)-directed chromatin modifications (DNA methylation for plants and H3K9 methylation [H3K9me] for *S. pombe*) lead to transcriptional repression.

Most of our knowledge of nuclear RNAi in animals came from recent studies using *C. elegans*. Similar to plants and *S. pombe*, secondary siRNAs in *C. elegans*, either triggered by exogenous dsRNA or endogenous silencing RNA (e.g., piRNAs), can guide nuclear Argonaute proteins, together with other protein factors, to target genes for heterochromatin formation, marked by H3K9 trimethylation (H3K9me3), and transcriptional silencing [8–12]. Despite these similarities, several features of nuclear RNAi in *C. elegans* make this pathway a unique model system to explore novel mechanisms of RNA-mediated chromatin silencing and its roles in developmental regulation. For example, nuclear RNAi occurs in both somatic and germ cells in *C. elegans,* each using a different AGO protein (NRDE-3 in soma and HRDE-1/WAGO-9 in germ cells) [9, 10, 13, 14]. HRDE-1/WAGO-9 is one of several worm-specific AGO proteins [15] and is essential for the heritable H3K9me3 response and heritable gene silencing triggered by exogenous dsRNA, piRNA, or transgene [10, 12–14]. These findings have established nuclear RNAi in *C. elegans* as an important model system to study RNA-mediated chromatin regulation and transgenerational epigenetic inheritance. (The name HRDE-1 is used in the rest of this article to reflect the *h*eritable *R*NAi-*de*ficient phenotype of the mutant.)

Despite recent progress in this area, the native function of the nuclear RNAi pathway in *C. elegans* is largely unknown. Based on the profile of HRDE-1-bound endogenous siRNAs [10, 14], a large number of protein-coding genes can potentially be targeted by the germline nuclear RNAi pathway. However, our previous study showed that only a small fraction of these candidate target genes become transcriptionally derepressed or exhibit loss of H3K9me3 in the germline nuclear RNAi mutants [16], suggesting that the expression of these genes, and therefore the requirement of germline nuclear RNAi in gene silencing, may be conditional.

Germline nuclear RNAi mutant animals are viable but more sensitive to heat stress than the wild-type (WT) animals. Intriguingly, it takes several generations of heat stress for the mutant population to become completely sterile [10, 13]. Prior to the generation that reaches complete sterility, the mutant population exhibits a progressive decline in fertility from one generation to the next. This so-called mortal germline (*Mrt*) phenotype indicates that the germline nuclear RNAi pathway plays a transgenerational role in maintaining the germline fitness under heat stress. The underlying molecular mechanism, however, remains elusive.

In our previous study [16], a permissive temperature (19 °C) was used so we could obtain a large amount of germline nuclear RNAi mutant worms. Given that the *Mrt* phenotype occurs at 23–25 °C, we decided to characterize the impact of heat stress on chromatin, transcription, and small RNA at the whole-genome level in the germline nuclear RNAi mutants, and, more importantly, determine whether any of the heat-induced effects is transgenerational heritable.

In this article, we reported that the expression of a subset of the germline nuclear RNAi target genes is temperature sensitive. Germline nuclear RNAi is dispensable for the silencing states of these genes at low temperature, but is required when animals are under even a mild heat stress. In the nuclear RNAi-defective mutant (*hrde*-*1*), a mild heat stress causes transcriptional activation at these genomic regions and this effect at many genomic loci is transgenerationally heritable.

## Results

### The design of multigenerational temperature-shift experiment

To investigate the role of germline nuclear RNAi in transgenerational gene regulation and heat stress response, we performed a 12-generation temperature-shift experiment using the wild-type (N2) and *hrde*-*1*(*tm1200*) mutant strains. Two biological repeats were performed. In each repeat, developmentally synchronized animals were first cultured at 15 °C for three generations (referred to as 15C-G1, 15C-G2, and 15C-G3, “G” for **G**eneration) and then at 23 °C for six generations (23C-G1 to 23C-G6), followed by another three generations at 15 °C (p15C-G1, p15C-G2, and p15C-G3, “p” for ***p***ost-heat stress) (Fig. 1a). Young adult animals at each generation were collected for various analyses (Fig. 1a).

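Poly(A)-enriched mRNA of young adults was sequenced from 12 successive generations of WT and of the *hrde-1* mutant. There were 3 generations at 15 °C (15C-G1 to G3), 6 at 23 °C (23C-G1 to G6) and 3 after the return to 15 °C (p15C-G1 to G3). With 1 library per strain and generation in each of 2 repeats, 48 libraries were analysed here. In the sample labels, the libraries titled as the second repeat are also described as repeat number 1, and the titles were used to tell the repeats apart. The authors pooled the mRNA-seq libraries of one repeat for sequencing and aligned the reads to an mRNA database with Bowtie. They kept perfect, sense-strand alignments and divided the reads of each gene by its exon length in kilobases and by the total reads of the library in M, with M for 1e+06 (RPKM). How reads that align to more than 1 gene were handled is not stated in the paper's text. No value is 0: from the values, 1 read appears to have been added to the reads of every gene. Of the values of 4032 low transcripts, 98.7% lie near whole multiples of what 1 read is worth. These transcripts were picked for having most of their values at the lowest level for the depth. Most values thus lie at 1 read by construction, and this share is weak evidence alone. If 1 read was added, the folds of genes with few reads are understated, by an amount that depends on depth.
The values use a mean of 1.76 M reads per library, and the paper states a mean of 4.6 M sequenced tags per mRNA library. In repeat 1, WT libraries held 0.996 to 1.31 M reads (median 1.00) at 15 °C, 0.916 to 1.13 M (median 1.02) at 23 °C and 0.971 to 1.20 M (median 1.04) at p15 °C. The *hrde-1* libraries of repeat 1 held 1.09 to 1.20 M (median 1.13), 0.949 to 1.41 M (median 1.28) and 1.05 to 1.47 M (median 1.23) at the same phases. In repeat 2, WT libraries held 2.08 to 2.35 M (median 2.23), 1.73 to 2.81 M (median 2.30) and 1.51 to 4.11 M (median 2.63). The *hrde-1* libraries of repeat 2 held 1.48 to 2.47 M (median 2.14), 1.78 to 3.96 M (median 2.36) and 1.68 to 2.88 M (median 2.82). At these depths, 1 RPKM of a transcript of 1 kb corresponds to between 0.916 and 4.11 reads, so low levels carry large counting error.
Of 20911 transcripts, 20529 had a mean of at least 0.5 RPKM and were tested; they are called genes here, although a few genes have more than 1 transcript. The generations of one phase were taken as replicates, as in the paper, with 23C-G1 left out of the comparisons between temperatures and between strains. Consecutive generations descend from each other, so they are not fully independent. Tests were made on log2(RPKM + 1) with limma in each repeat alone. A gene was called where its Benjamini-Hochberg adjusted p was at most 0.1 and the ratio of the mean RPKM at least 2 (or its inverse) in both repeats, unless a single repeat is named.

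**Figure D1:**
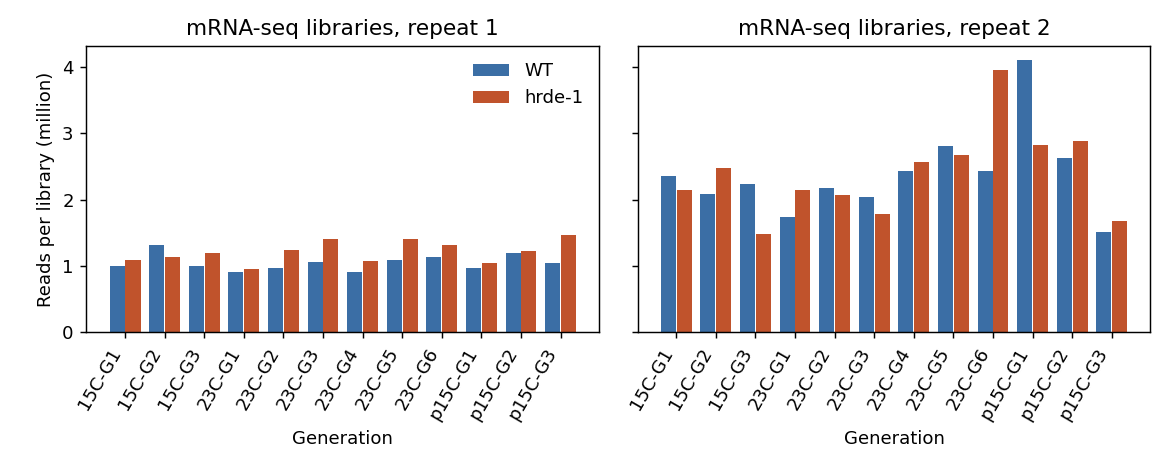
Reads behind the RPKM values of each library, in M (vertical axis), by generation (horizontal axis), for WT and *hrde-1* in repeats 1 and 2. Repeat 1 lies between 0.916 and 1.47 M reads and repeat 2 between 1.48 and 4.11 M.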

**Fig. 1:**
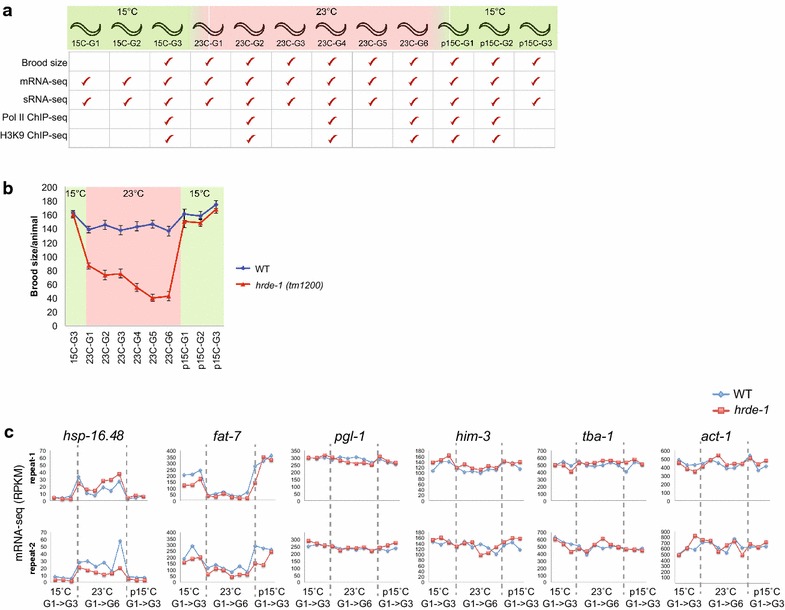
Multigenerational temperature-shift experiments using the N2 (WT) and *hrde*-*1*(*tm1200*) mutant strains. **a** Overall design. **b** Average brood size as a function of generation with temperature shift. **c** mRNA expression profiles of known temperature-sensitive genes and temperature-insensitive genes

### The *Mrt* phenotype is reversible for the *hrde*-*1* mutant

As expected for the *Mrt* phenotype, the brood size of the *hrde*-*1* mutant population progressively decreased at 23 °C. (This limited the 23 °C-generation number for our assay.) Intriguingly, when shifted back to 15 °C, the population size quickly recovered. To verify this observation, we performed a brood-size analysis with individual worms using a similar temperature-shift scheme (Fig. 1a). We found that the average brood size of 23C-G6 decreased to approximately 25 % of the starting level at 15 °C, but the ones of post-heat stress generations (p15C-G1, G2, and G3) recovered to the pre-heat stress level (Fig. 1b). This result suggests that the molecular defect that causes the *Mrt* phenotype in the *hrde*-*1* mutant is transgenerationally cumulative *and* reversible. In addition, the *hrde*-*1* mutant strain has been cultured in our lab for 3 years (at both small and large scales) and we did not observe morphological phenotypes such as *Dpy* or *Unc*. Taken together, these results disfavor the idea that the *Mrt* phenotype of the nuclear RNAi-defective mutants is caused by DNA mutations.

## Germline nuclear AGO protein HRDE-1 prevents heat activation in mRNA expression for a subset of its native target genes

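*hsp-16.48* (T27E4.3), which encodes a small heat shock protein, rose in WT of repeat 1 from 4.36 ± 1.60 RPKM (SD, n = 3 generations) at 15 °C to 27.12 ± 12.55 RPKM (n = 5) at 23 °C. In repeat 2 its WT level rose from 7.96 ± 1.3 to 50.97 ± 24.02 RPKM. The *hrde-1* mutant rose from 5.36 ± 2.33 to 35.0 ± 16.0 RPKM in repeat 1 and from 4.38 ± 1.10 to 21.1 ± 7.64 RPKM in repeat 2. *fat-7* (F10D2.9), which encodes a stearoyl-CoA desaturase, went the other way. It fell in WT from 219 ± 19.6 to 54.28 ± 16.23 RPKM in repeat 1 and from 226 ± 58.2 to 109 ± 25.9 RPKM in repeat 2. In the mutant it fell from 141 ± 30.2 to 31.2 ± 15.0 RPKM and from 183 ± 21.5 to 72.8 ± 26.9 RPKM. After the return to 15 °C, mean *hsp-16.48* was 9.57 and 11.7 RPKM in WT and 9.33 and 5.67 RPKM in the mutant (repeats 1 and 2, n = 3 each). Mean *fat-7* was then 318 and 275 RPKM in WT and 273 and 177 RPKM in the mutant. An exact permutation test over the 56 splits of 3 against 5 libraries, two-sided, was made for 6 genes in each strain and repeat, 24 tests in all. It gave p = 0.018 (adjusted p = 0.036), the smallest p these splits allow, for *hsp-16.48* and *fat-7* in both strains and repeats, except for *fat-7* in the mutant of repeat 2. There the exact p was 0.036 (adjusted p = 0.062). *hsp-16.48* has the same values as *hsp-16.49* in every library, so their reads are not told apart, and its WT 23C-G6 library of repeat 1 stood apart at 48.99 RPKM.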

For our 12-generation mRNA-seq profiling analysis, we first verified that *hsp*-*16.48*, a heat shock protein gene [17], and *fat*-*7*, a cold-induced gene [18], exhibited the expected temperature-dependent mRNA expression profiles in both the WT and *hrde*-*1* mutant animals and in both biological repeats (Fig. 1c). 

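*pgl-1* (ZK381.4a.1), which encodes a P granule protein of the germline, had 299.6 ± 6.00 RPKM (SD, n = 3) at 15 °C and 294 ± 15.2 RPKM (n = 5) at 23 °C in WT of repeat 1. In WT of repeat 2 it fell from 256 ± 7.23 to 232 ± 8.04 RPKM. In the *hrde-1* mutant it fell from 306 ± 12.0 to 265 ± 11.2 RPKM in repeat 1 and from 274 ± 16.7 to 234 ± 12.0 RPKM in repeat 2. By the exact permutation test, two-sided, p was 0.66 in WT of repeat 1 and 0.018 in each of the other 3 comparisons. *him-3*, which encodes a meiotic chromosome axis protein, had ratios of 23 °C to 15 °C between 0.810 and 0.888, with the smallest exact p, 0.018, in the mutant of repeat 1. *tba-1*, an alpha-tubulin gene, had a ratio of 1.16 in the mutant of repeat 1 (exact p = 0.018) and of 0.827 in WT of repeat 2 (exact p = 0.036, adjusted p = 0.062). *act-1*, an actin gene, had ratios between 0.964 and 1.19, with an exact p between 0.12 and 0.98. For *pgl-1*, *him-3*, *tba-1* and *act-1* together, 6 of 16 tests had an exact p of at most 0.05.
None of 30 germline-expressed genes and none of 23 housekeeping genes, listed before the values were seen, was called by limma in either strain, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 in both repeats, 4 of the germline-expressed genes were lower and 1 higher in WT, and 2 were lower in the mutant. Among the housekeeping genes, 4 were lower in WT and 0 changed in the mutant. As a set, the germline-expressed genes fell in the mutant, with a median log2 fold of -0.22 in repeat 1 and -0.20 in repeat 2 (camera, adjusted p = 4e-05 and 1.5e-07). Both calls were lost with an estimated correlation (adjusted p = 0.09 and 0.16 with an estimated correlation). *htp-3*, a gene of the meiotic chromosome axis, fell from 105 to 65.7 RPKM in the mutant of repeat 1 (log2 fold -0.67, adjusted p = 0.0027) and from 91.2 to 66.7 RPKM in repeat 2 (log2 fold -0.45, adjusted p = 0.062). The housekeeping genes fell as a set in WT, by medians of -0.16 and -0.17 (camera, adjusted p = 6e-07 and 0.00024; adjusted p = 0.14 and 0.35 with an estimated correlation). *tbb-1*, a beta-tubulin gene, had log2 folds of -0.32 (adjusted p = 0.048) and -0.34 (adjusted p = 0.065) in WT. The median log2 fold of the housekeeping genes in the mutant was 0.18 in repeat 1 and -0.12 in repeat 2.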

As negative controls, many “house-keeping” genes and germline-specific genes showed relative stable expression under different temperatures in both *hrde*-*1* mutant and WT (some examples shown in Fig. 1c). These results confirm the temperature shift in our experiment.

To our knowledge, comparison between the 15 and 23 °C transcriptomes has not been reported for the wild-type *C. elegans*. To resolve this gap, we calculated the mean 15 °C mRNA-seq signal for each gene using the 15C-G1, 15C-G2, and 15C-G3 samples and the 23 °C one using the 23C-G2, 23C-G3, 23C-G4, 23C-G5, and 23-G6 samples (Fig. 2a). The 23C-G1 samples were excluded from this analysis because they experienced both temperatures, the 15 °C (from fertilization to egg prep) and 23 °C (from egg prep to young adult). By using a minimal twofold change (FDR ≤0.1) as the cutoff, we found 37 heat-induced genes and 17 heat-repressed genes in WT (in both biological repeats) (Fig. 2a, b; Additional file 1).

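In WT, 67 genes were higher and 17 lower at 23 °C than at 15 °C in both repeats. *T24B8.5* (*sysm-1*), an immune response gene, rose from 7.62 ± 3.00 RPKM (SD, n = 3) to 127 ± 34.2 RPKM (n = 5) in repeat 1, a log2 fold of 3.91 (standard error 0.26, adjusted p = 0.00048). In repeat 2 it rose from 10.0 ± 7.73 to 96.1 ± 32.2 RPKM (log2 fold 3.3, standard error 0.43, adjusted p = 0.015). *C09H5.2* (*catp-3*), which encodes a cation-transporting ATPase, rose from 1.37 to 16.7 RPKM and from 1.27 to 19.7 RPKM (log2 folds 2.84 and 3.13, adjusted p = 0.016 and 0.0065). *Y38E10A.14* rose from 3.40 to 20.4 RPKM and from 4.73 to 40.9 RPKM, and *irg-5*, an infection response gene, from 4.47 to 21.5 RPKM and from 5.18 to 22.0 RPKM. The largest fall was that of *asp-12* (F21F8.4), an aspartyl protease gene, from 385 ± 32.5 to 9.52 ± 2.37 RPKM (log2 fold -5.23, standard error 0.19, adjusted p = 5.3e-06) and from 286 ± 98.3 to 9.97 ± 1.99 RPKM (log2 fold -4.67, adjusted p = 8e-05). *spp-12*, which encodes a saposin-like antimicrobial protein, fell from 21.3 to 3.03 RPKM and from 18.4 to 1.83 RPKM. *acdh-2*, an acyl-CoA dehydrogenase gene, fell from 57.9 to 17.7 RPKM (adjusted p = 0.033) and from 50.1 to 18.7 RPKM (adjusted p = 0.04).
Of 26 heat shock protein genes, 4 were higher, all of the *hsp-16* family, and none was lower; the count was also 4 when adjusted over the list alone. *hsp-16.11* had log2 folds of 1.37 (adjusted p = 0.088) and 1.99 (adjusted p = 0.041). Of 20 intestinal genes, 1 was lower (also 1 when adjusted over the list alone): *cpr-1*, a cysteine protease gene, fell from 399 to 173 RPKM (adjusted p = 0.022) and from 368 to 180.3 RPKM (adjusted p = 0.057). *asp-1* fell less, from 1076 to 547 RPKM and from 1168 to 716 RPKM (log2 folds -0.97 and -0.71), and *lys-4* fell from 585 to 216 RPKM and from 648 to 378 RPKM (log2 folds -1.44 and -0.78). As a set, the intestinal genes had median log2 folds of -0.34 and -0.03 (camera, adjusted p = 4.3e-08 and 0.042; adjusted p = 0.065 and 0.35 with an estimated correlation). The 20 oocyte and eggshell genes fell by medians of -0.13 and -0.30 (adjusted p = 0.0013 and 6.6e-12; adjusted p = 0.52 and 0.34 with an estimated correlation), with none called by limma and 3 lower at an unadjusted p under 0.05. Among them, *mex-6* fell from 222 to 159.8 RPKM (adjusted p = 0.078) and from 206.2 to 152.2 RPKM (adjusted p = 0.044). The 42 nuclear RNAi and small RNA factors fell by medians of -0.07 and -0.17 (adjusted p = 0.0092 and 3.4e-08; adjusted p = 0.14 and 0.34 with an estimated correlation), with none called and 4 lower at an unadjusted p under 0.05. *xbp-1*, a transcription factor gene of the unfolded protein response, rose from 84.4 to 121 RPKM and from 85.8 to 126 RPKM, less than the fold limit.
In each repeat alone, 282 genes were higher and 143 lower (repeat 1), and 311 higher and 60 lower (repeat 2). With the calls of single repeats, 66.4% and 83.8% of the changed genes were higher. Quantile normalization gave 53.5% and 45%, and called 35 genes higher and 34 lower in both repeats. With both repeats in one fit and the repeat as a block, 549 genes were higher and 94 lower. At an adjusted p of at most 0.05, the counts were 38 and 7, and with 15C and p15C together as the low temperature, 36 genes were lower. The 67 higher genes became 31 without WT 15C-G1 or without 15C-G2 of repeat 2, and 41 without 15C-G3 of repeat 2 or without 15C-G2 of repeat 1. The 17 lower genes became 7 without WT 15C-G2, 8 without 15C-G1 or 15C-G3, 9 without 23C-G3 and 10 without 23C-G5, all of repeat 2.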

**Fig. 2:**
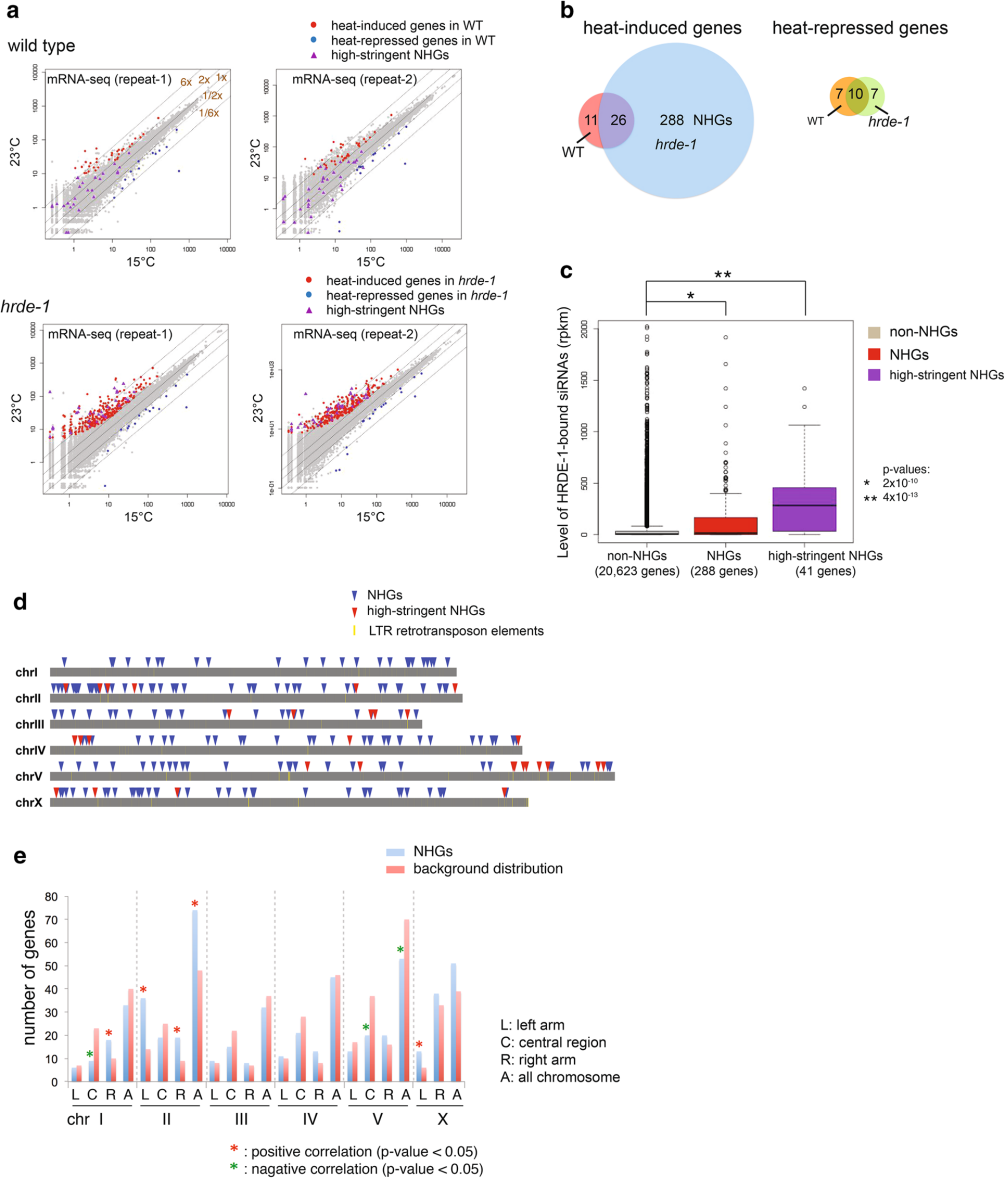
Germline nuclear AGO protein HRDE-1 prevents heat activation in mRNA expression for a subset of its native target genes. **a** Scatter plots comparing the 15 and 23 °C transcriptomes for WT and *hrde*-*1* mutant. Each dot corresponds to a protein-coding gene. Heat-induced genes and heat-repressed genes in WT or *hrde*-*1* mutant, as well as high-stringent NHGs (nuclear RNAi-repressed heat-inducible genes) are labeled as indicated. **b** Venn diagram analysis of temperature-sensitive genes in WT and *hrde*-*1* mutant. **c** Box plot analysis of HRDE-1-bound siRNAs for non-NHGs, NHGs, and high-stringent NHGs. 3XFLAG-HRDE-1 coIP siRNA sequencing data from [11] were used. Wilcoxon rank-sum test was used to calculate the *p* values. **d** Genomic distributions of NHGs, high-stringent NHGs, and LTR retrotransposons. **e** Number of NHGs located in the arms (1/4 of the chromosome length on each end) and central region (1/2 of chromosome length in the center) for each of the five autosomes. X chromosome was divided into two parts at the 1/6 of the length. *p* values were calculated by using the Chi-square test

Similar to WT, only a small number of heat-repressed genes (17) were found in the *hrde*-*1* mutant animals. In contrast, 314 heat-induced genes were found in the *hrde*-*1* mutant animals (Fig. 2a, b; Additional file 1), a 8.5-fold increase over WT. These 314 genes include 26 of the 37 (70 %) heat-induced genes in WT (Fig. 2b; Additional file 1). 

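In the *hrde-1* mutant, 16 genes were lower at 23 °C in both repeats. *asp-12* fell from 575 ± 50.1 RPKM (SD, n = 3) to 29.5 ± 4.04 RPKM (n = 5) in repeat 1 (log2 fold -4.24, standard error 0.11, adjusted p = 6.2e-07) and from 378 ± 58.4 to 44.62 ± 16.43 RPKM in repeat 2 (log2 fold -3.12, standard error 0.26, adjusted p = 0.00011). *spp-12* fell from 31.5 to 2.44 RPKM and from 10.45 to 1.84 RPKM. *nhx-6*, a sodium and proton exchanger gene, fell by 1.79 and 1.55 on the log2 scale, and *K09C6.9* by 1.52 and 1.62. *retr-1* (F44E2.2), a retrotransposon-like gene, fell from 108 ± 22.1 to 51.5 ± 2.25 RPKM (adjusted p = 0.0015) and from 104.3 to 47.21 RPKM (adjusted p = 0.00086). Of the 17 genes lower in WT, 8 were among the 16 (0.0132 by chance), including *asp-12*, *spp-12*, *fat-7*, *nhx-6* and *acdh-2*. The 8 shared genes became 5 without WT 15C-G2 or without 15C-G3 of repeat 2, and 35 with the repeat as a block in one fit of both repeats. That fit gave 70 genes lower in the mutant. By the limma interaction test, no difference in the response of *hsp-16.48* between the strains was detected (difference of log2 folds 0.10 and -0.45, adjusted p = 0.95 and 0.96).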

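In the *hrde-1* mutant, 612 genes were higher at 23 °C in both repeats. *T24B8.5* rose from 8.86 ± 1.42 RPKM (SD, n = 3) to 266.8 ± 106.6 RPKM (n = 5) in repeat 1 (log2 fold 4.66, standard error 0.35, adjusted p = 0.00021) and from 13.2 ± 8.68 to 105 ± 20.8 RPKM in repeat 2 (log2 fold 3.05, standard error 0.29, adjusted p = 0.00016). *irg-5* rose from 5.64 to 76.5 RPKM and from 4.04 to 43.03 RPKM, and *cht-1*, a chitinase gene, from 18.0 to 129.6 RPKM (adjusted p = 8.1e-05) and from 10.7 to 93.4 RPKM (adjusted p = 0.00062). *sym-1*, which encodes an extracellular protein of the embryo, rose from 2.45 to 24.4 RPKM and from 1.57 to 23.9 RPKM. *dpy-14*, a collagen gene, rose from 20.6 ± 26.2 to 155 ± 64.9 RPKM and from 10.8 ± 11.8 to 136 ± 140.5 RPKM, with a spread in repeat 2 as large as the mean (adjusted p = 0.015 and 0.035). In single repeats, 1040 genes were higher in repeat 1 and 1237 in repeat 2; 62.7 genes would be higher in both by chance. Of the changed genes, 88.0% and 96.6% were higher, and 76.3% and 76.6% after quantile normalization. With both repeats in one fit and the repeat as a block, 1421 genes were higher. In both repeats, 341 genes were higher with quantile normalization and 306 with 15C and p15C together as the low temperature.
Of 30 cuticle genes, 12 were higher and none was lower (17 higher when adjusted over the list alone). The cuticle is secreted by the epidermis of embryos and larvae as well as adults. *sqt-3*, a collagen gene, rose from 17.15 to 108 RPKM (log2 fold 2.90, adjusted p = 0.01) and from 17.4 to 133 RPKM (log2 fold 2.78, adjusted p = 0.00057). As a set, these genes had median log2 folds of 0.96 and 1.96 (camera, adjusted p = 5.2e-09 and 1.2e-15; adjusted p = 0.09 and 0.18 with an estimated correlation). Of 20 early embryo zygotic genes, 5 were higher (also 5 when adjusted over the list alone), with medians of 0.73 and 0.56 (adjusted p = 2.2e-05 and 0.0037; adjusted p = 0.09 and 0.34 with an estimated correlation). *hnd-1*, a mesoderm transcription factor gene of the embryo, rose from 1.29 to 14.3 RPKM (adjusted p = 0.00086) and from 2.34 to 11.0 RPKM (adjusted p = 0.0053). The mean level of the early embryo list went from -0.32 ± 0.03 to 0.39 ± 0.11 (mean centred log2, SD) in the mutant of repeat 1 and from -0.52 ± 0.11 to 0.09 ± 0.18 in repeat 2; in WT it went from 0.07 to 0.42 and from -0.22 to -0.04. That of the cuticle list went from -0.89 to 0.16 and from -0.64 to 1.22 in the mutant, and from -0.75 to -0.54 and from -0.94 to 0.26 in WT. RNA of cuticle and embryo genes thus moved together with the heat-induced genes in the collected mutant adults.
Of 30 antimicrobial and pathogen response genes, 3 were higher (also 3 when adjusted over the list alone), with medians of 0.37 and 0.39 (adjusted p = 0.0077 and 0.0052; adjusted p = 0.3 and 0.41 with an estimated correlation). Among them, *lys-7*, a lysozyme gene, rose from 154 to 469 RPKM (adjusted p = 0.00032) and from 198 to 442 RPKM (adjusted p = 0.022). Of 26 heat shock protein genes, 6 were higher (7 when adjusted over the list alone); *hsp-16.11* rose from 2.70 to 24.7 RPKM and from 2.83 to 14.8 RPKM. Of 35 genes of the insulin-like peptides and DAF-16 output, 3 were higher (also 3 when adjusted over the list alone): *ins-31*, *ins-7* and *lys-7*. *ins-31* rose from 1.80 to 15.4 RPKM (adjusted p = 0.014) and from 2.42 to 13.0 RPKM (adjusted p = 0.0049). Of 22 genes of fatty acid desaturation and elongation, 1 was lower (also 1 when adjusted over the list alone), *fat-7*, while *fat-2*, a desaturase gene, rose from 289 to 542 RPKM and from 402 to 694 RPKM. The nuclear RNAi and small RNA factors fell by medians of -0.24 and -0.18 (adjusted p = 3.7e-07 and 4.9e-07; adjusted p = 0.09 and 0.32 with an estimated correlation), with none called by limma and 8 lower at an unadjusted p under 0.05. *set-25*, a histone H3K9 methyltransferase gene, fell from 23.4 to 11.4 RPKM (adjusted p = 0.015) and from 25.1 to 14.7 RPKM (adjusted p = 0.041). The 24 genes of DNA damage and germ cell death fell by medians of -0.23 and -0.08 (adjusted p = 4e-05 and 0.0072; adjusted p = 0.09 and 0.44 with an estimated correlation). None of them was called by limma, and 2 were lower and 1 higher at an unadjusted p under 0.05.
Of the other lists, only the germline-expressed genes had a set call in one direction in both repeats. It was lost with an estimated correlation (camera, adjusted p = 0.09 and 0.16). The housekeeping genes moved up in repeat 1 and down in repeat 2 (camera, adjusted p = 0.00047 and 0.0052; adjusted p = 0.3 and 0.41 with an estimated correlation). None of the 25 genes of endoplasmic reticulum and mitochondrial stress was called, and 7 were higher at an unadjusted p under 0.05 in both repeats, among them *xbp-1*, from 83.6 to 127 RPKM and from 72.9 to 132 RPKM. Of the 38 major sperm and sperm genes, none was called and 1 was higher at an unadjusted p under 0.05. Of the 20 intestinal genes, none was called (1 higher when adjusted over the list alone), with 1 higher and 3 lower at an unadjusted p under 0.05. For the 20 oocyte and eggshell, 6 yolk, 20 muscle and 19 neuronal genes, limma called 0 and 0 passed an unadjusted p under 0.05 in both repeats.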

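Of the 67 genes higher at 23 °C in WT, 41 (61.2%) were among the 612 higher in the *hrde-1* mutant, against 2.00 by chance. The shared genes include *T24B8.5*, *irg-5*, *C09H5.2*, *Y38E10A.14*, *hsp-16.1* and *hsp-16.11*, the lectin genes *clec-41*, *clec-209* and *clec-265*, the glycerol metabolism gene *gpdh-1*, and *C50F7.5*. *C50F7.5* had log2 folds of 2.47 and 2.89 in WT (adjusted p = 0.014 and 0.031) and of 3.15 and 3.61 in the mutant (adjusted p = 0.00021 and 3.7e-05). The other 26 genes were called in WT alone. Among these, *scrm-4*, which encodes a phospholipid scramblase, rose from 3.98 to 24.3 RPKM and from 4.32 to 18.5 RPKM in WT. Its response in the mutant was smaller by a limma interaction test (difference of log2 folds -2.09 and -1.32, adjusted p = 0.0033 and 0.048). *scrm-4* was already higher in the mutant than in WT at 15 °C, by at least 11.35 times in both repeats. At 23 °C it was still at least 3.33 times higher. The interaction test called 3 genes with a smaller response in the mutant in both repeats: *scrm-4*, *C27C7.1* and *F49F1.7*. This count became 1 without WT 15C-G2 or without *hrde-1* 15C-G2 of repeat 2. *F49F1.7* was likewise at least 24.35 times higher in the mutant than in WT at 15 °C and at least 7.86 times higher at 23 °C. The 41 shared genes became 22 without WT 15C-G2 and 24 without WT 15C-G1 of repeat 2, and 275 with both repeats in one fit and the repeat as a block. They became 22 with quantile normalization and 26 at an adjusted p of at most 0.05.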

The other 288 genes, referred to as ***n***uclear RNAi-repressed ***h***eat-inducible ***g***enes (NHGs) (Fig. 2b; Additional file 1), are likely to represent genes that are targeted by HRDE-1 in WT to prevent heat-induced gene activation.

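In these libraries, 571 genes were higher at 23 °C in the *hrde-1* mutant and not called in WT, among them all 41 genes of Table 1. A call in one strain and not in the other does not test the difference, so the difference between the heat responses was tested itself. In repeat 1, the difference of log2 folds of *F40D4.13* was 5.20 (standard error 0.52, adjusted p = 0.00011), and in repeat 2 it was 4.58 (standard error 0.46, adjusted p = 0.00017). *R09H3.3* had differences of 3.78 (standard error 0.33, adjusted p = 8.3e-05) and 2.94 (standard error 0.30, adjusted p = 0.00017). *F58H7.5* had differences of 2.98 (adjusted p = 8.3e-05) and 3.50 (adjusted p = 0.00019), and *Y53F4B.10* of 3.19 (adjusted p = 0.00021) and 2.40 (adjusted p = 0.00017). The limma interaction test called 25 genes with a stronger response in the mutant in both repeats. They were 24 NHGs, all of Table 1, and *nas-17*, an astacin protease gene (differences 1.07 and 1.98, adjusted p = 0.079 and 0.039). In repeat 1 alone 500 genes were called stronger and 463 weaker, and in repeat 2 alone 33 stronger and 4 weaker. Of the 571 NHGs, 533 had the higher fold in the mutant in both repeats, and 154 passed an unadjusted p of 0.05 in both. The difference of log2 folds had medians of 1.71 and 2.02 over the Table 1 genes, of 0.76 and 0.86 over the other 530 NHGs, and of -0.07 and -0.01 over all genes. The NHGs were chosen on these libraries for a call in the mutant and none in WT. Their larger folds and medians in the mutant are in part set by that choice and are not independent evidence. With both repeats in one fit and the repeat as a block, there were 1146 NHGs, 336 genes with a stronger response and 132 with a weaker one. There were 319 NHGs with quantile normalization and 269 with 15C and p15C together as the low temperature. The 41 genes of Table 1 were chosen by the study on these libraries and are not independent evidence.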

We then compared mRNA levels of these NHGs in WT and *hrde*-*1* mutant at 23 °C, and found 41 of them indeed showed at least twofold HRDE-1-dependent repression in both repeats. 

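Of the 571 NHGs, 61 had a mean level at 23 °C at least 2 times higher in the *hrde-1* mutant than in WT in both repeats, and 39 of the 61 are in Table 1. Among them, *fbxb-14*, an F-box gene, was higher by 4.79 and 4.85 on the log2 scale and *F40D4.13* by 5.17 and 4.71. At 23 °C, 80 NHGs were called higher in the mutant than in WT in repeat 1 (8.34 by chance) and 49 in repeat 2 (4.95 by chance). Both choices use the 23 °C libraries of the mutant. In 20 simulations with no difference between the strains, the same choice gave a mean of 0.55 genes and at most 2 where 61 were observed. The simulated mutant was drawn at the WT levels of both temperatures, so it had the heat response of WT. A low count was thus set by construction. These simulations show the size of noise alone and cannot show an effect of the shared libraries. From the call in the mutant and not in WT the paper proposes that NHGs are genes which HRDE-1 keeps from being activated by heat. It takes the comparison of the strains at 23 °C as the further condition for the high-stringent ones. The paper's case also rests on HRDE-1-bound siRNAs, on Pol II and H3K9me3 profiles, and on qRT-PCR of some high-stringent NHGs in dissected gonads. Those data were not used here.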

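The 41 genes of Table 1 were chosen by the study on these libraries. In the *hrde-1* mutant, their median ratio of 23 °C to 15 °C was 7.12 in repeat 1 and 5.88 in repeat 2, and 6.55 over the mean of both repeats (range 2.39 to 91.3). In WT the median was 1.40 and 0.997, and 1.08 over the mean of both (range 0.742 to 4.15). All 41 ratios were at least 2 in both repeats in the mutant and 0 were in WT. *ZK262.9* rose in the mutant from 6.23 ± 3.54 to 38.8 ± 11.7 RPKM (SD, n = 3 and 5; log2 fold 2.55, adjusted p = 0.0036) and from 5.34 ± 0.481 to 38.3 ± 6.62 RPKM (log2 fold 2.62, adjusted p = 3.7e-05). *Y43F4A.3* rose from 1.69 to 24.2 RPKM and from 1.29 to 13.6 RPKM. The other 530 NHGs had a median ratio of 3.51 in the mutant (3.10 and 3.69 in the repeats) and 1.84 in WT (1.71 and 1.78). Both medians come from genes chosen for being higher at 23 °C in the mutant, so their level was set in part by the choice. With 1 RPKM added to both means, the mutant's median for the 41 genes was 4.28, and with 15C and p15C together as the low temperature it was 2.96. With the added read subtracted, a setting chosen after the data were seen, it was 10.297, and that of WT was 1.90.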

In the *hrde*-*1* mutant, the heat-induced gene activation for these 41 NHGs is much stronger than the rest of NHGs, with a median ∆mRNA_[23 °C/15 °C]_ value of 8.0 (1.0 for WT). We refer to these 41 genes as high-stringent NHGs (Table 1).

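In the *hrde-1* mutant, *F40D4.13* rose from 1.13 ± 0.436 RPKM (SD, n = 3) at 15 °C to 107.5 ± 40.1 RPKM (n = 5) at 23 °C in repeat 1 (ratio 95.5, log2 fold 5.58, standard error 0.37) and from 0.777 ± 0.482 to 67.7 ± 26.4 RPKM in repeat 2 (ratio 87.2, log2 fold 5.20, standard error 0.35). *R09H3.3* rose from 1.52 to 43.4 RPKM (adjusted p = 4e-05) and from 0.893 to 11.6 RPKM (adjusted p = 0.00028). *glit-1*, a neuroligin-like gene, rose from 8.34 ± 2.3 to 82.7 ± 16.5 RPKM (adjusted p = 8.5e-05) and from 8.52 to 27.03 RPKM. *ZC15.10* rose from 3.93 to 65.01 RPKM and from 4.18 to 39.2 RPKM. The smallest changes were those of F-box genes with a higher level at 15 °C, such as *fbxa-107*, from 27.2 to 66.2 RPKM (log2 fold 1.26, adjusted p = 0.00049) and from 23.6 to 55.2 RPKM (log2 fold 1.16). *fbxb-97* rose from 20.7 to 61.9 RPKM and from 16.6 to 45.2 RPKM. At 23 °C, all 41 genes were higher in the mutant than in WT in both repeats, with median ratios of 7.64 (range 1.79 to 82.2) and 6.46 (range 2.11 to 187). *F41G4.7* was at 48.6 ± 11.7 RPKM in the mutant and 0.946 ± 0.456 RPKM in WT (log2 fold 4.68, adjusted p = 3.7e-07), and in repeat 2 at 23.0 ± 6.94 and 0.436 ± 0.198 RPKM (log2 fold 4.03, adjusted p = 4.2e-07). limma called 38 of the 41 genes higher in repeat 1 and 34 in repeat 2. At 15 °C, 23 and 25 of the 41 were higher in the mutant, with median ratios of 1.25 and 1.14, and 4 and 8 were called. *AC8.11* has the same values as *AC8.4*, and *AC8.10* the same as *AC8.3*, so their reads are not told apart.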

**Table 1:** High-stringent nuclear RNAi-repressed heat-inducible genes (NHGs)

Gene name	Chr	Transposon	Note
*AC8.10*	X	MuDR transposable element	*AC8.10/11* and *AC8.3/4* are two duplicated neighboring sequences
*AC8.11*	X	MuDR transposable element	
*AC8.3*	X	MuDR transposable element	
*AC8.4*	X	MuDR transposable element	
*B0491.2.1* (*sqt-1*)	II	No obvious transposable elements around	*sqt-1* encodes a cuticle collagen; during larval and adult development, sqt-1 activity is required, likely redundantly, for normal cuticle, and hence organismal, morphology
*C13B9.4a.1* (*pdfr-1*)	III	A short CER9 LTR in an intron	*pdfr-1* encodes, by alternative splicing, three isoforms of a G-protein-coupled receptor (GPCR) required for normal locomotion
*C13B9.4b.1*	III	A short CER9 LTR in an intron	
*C13B9.4c.1*	III	A short CER9 LTR in an intron	
*C18D4.6a*	V	Several repeats, a short Tc1A at 3’ of the gene	
*C40A11.10*	II	Several repeats around the gene	
*C44B12.6*	IV	Several repeats around the gene	*C44B12.6* is an ortholog of human IL25 (interleukin 25), IL17C (interleukin 17C), IL17B (interleukin 17B), IL17D (interleukin 17D), and IL17A (interleukin 17A); *C44B12.6* is predicted to have cytokine activity, based on protein domain information
*C49C3.12* (*clec-197*)	IV	No obvious transposable elements around	C-type LECtin
*C50F4.3* (*tag-329*)	V	No obvious transposable elements around	*tag-329* is an ortholog of human CTSL (cathepsin L), CTSV (cathepsin V) and CTSO (cathepsin O); *tag-329* is predicted to have cysteine-type peptidase activity, based on protein domain information
*C52E2.6* (*fbxb-97*)	II	No obvious transposable elements around	F-box B protein
*F40D4.13*	V	CER15	
*F41G4.5*	X	CER12	
*F41G4.7*	X	CER12	
*F55D10.* *3* (*glit-1*)	X	No obvious transposable elements in the gene except some repeats around the gene	*glit-1* is an ortholog of human TG (thyroglobulin)
*F57G4.9*	V	Repeat Turmoil2, Haringer Family	This gene was determined to be of Transposon in origin so has been supressed from the *C. elegans* protein set
*F58H7.5*	IV	CER3 (gypsy)	
*F58H7.7*	IV	CER3 (gypsy)	
*F59B2.12*	III	No obvious transposable elements around	
*M7.9*	IV	No obvious transposable elements around	
*R09H3.3*	X	CER12-I ~ 4 kb downstream	
*T10D4.4* (*ins-31*)	II	Several repeats around the gene	*ins-31* encodes an insulin-like peptide of the insulin superfamily of proteins (OMIM: 176730, 147440); INS-31 is one of 38 insulin-like peptides in *C. elegans*, but is unique in that it contains three insulin repeats; although overexpression with INS-19 can result in low levels of larval lethality, the precise role of INS-31 in *C. elegans* development is not yet clear as INS-31/19 overexpression does not enhance dauer arrest in either a wild-type or *daf-2* mutant background, and loss of INS-31 function does not result in a mutant phenotype
*T11F9.10*	V	CER15	Paralog of *F40D.13*, both overlaps with CER15
*T11F9.18* (*srh-1*)	V	upstream to CER15	
*W08F4.9* (*fbxb-14*)	II	No obvious transposable elements in the gene except some repeats around the gene	*fbxb-14* (F-box B protein)
*Y37H2A.4* (*fbxa-107*)	V	CER3 ~ 500 bp upstream	F-box A protein. This gene encodes a protein containing an F-box, a motif predicted to mediate protein–protein interactions either with homologs of yeast Skp-1p or with other proteins; this gene’s encoded protein also contains an FTH/DUF38 motif, which may also mediate protein–protein interaction
*Y38H6* *C* *.5* (*dct-10*)	V	CER3-I in gene body, Tc4 right downstream	*dct-10* (DAF-16/FOXO Controlled, germline Tumor affecting), *dct-10* is predicted to have nucleic acid binding activity and zinc ion binding activity, based on protein domain information
*Y43F4A.3*	III	CER9	
*Y53F4B.10*	II	Several repeats around the gene	*Y53F4B.10* is orthologous to the human gene INSULIN (IRF4; OMIM: 176730), which when mutated leads to disease
*Y56A3A.5*	III	Several repeats in and around the gene	*faah-5* is an ortholog of human FAAH (fatty acid amide hydrolase) and FAAH2 (fatty acid amide hydrolase 2); faah-5 is predicted to have carbon–nitrogen ligase activity, with glutamine as amido-*N*-donor, based on protein domain information
*Y68A4A.13*	V	Several repeats in and around the gene	
*Y77E11A.3*	IV	Several repeats around the gene	
*Y79H2A.4*	III	Several Repeat around the gene	*Y79H2A.4* is an ortholog of human NDUFAB1 (NADH dehydrogenase (ubiquinone) 1, alpha/beta subcomplex, 1); *Y79H2A.4* is predicted to have nucleotide binding activity, based on protein domain information
*ZC15.1*	V	CER12-I downstream	
*ZC15.10*	V	CER12-I upstream	
*ZC15.3*	V	CER12	
*ZK262.8*	V	CER8	
*ZK262.9*	V	CER8	

By using the published HRDE-1-coIP small RNA dataset [10], we found that NHGs tend to have abundant HRDE-1-bound siRNAs (Fig. 2c), strongly suggesting that they are targeted by the germline nuclear RNAi pathway. We then examined the mRNA levels of 4 high-stringent NHGs (*F40D4.13*, *F41G4.7*, *ZK262.9*, and *F58H7.5*) in dissected gonads from adult WT or *hrde*-*1* mutant (23 °C) using qRT-PCR. The results confirmed that the desilencing in the *hrde*-*1* mutant occurs in the germline tissue for these genes (Additional file 2).

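At 15 °C in repeat 1, *C38D9.2* had 1.86 ± 1.27 RPKM (SD, n = 3) in WT and 148 ± 11.8 RPKM in the *hrde-1* mutant, a ratio of 79.4 (log2 fold 5.81, standard error 0.33, adjusted p = 0.00056). In repeat 2 it had 1.47 and 129.9 RPKM (adjusted p = 6.1e-05). *F15D4.5* was higher by ratios of 98.6 and 52.5 at 15 °C, 52.9 and 57.5 at 23 °C, and 141.9 and 72.4 at p15 °C. At 23 °C, *F58H7.5* had 2.15 and 177 RPKM in WT and the mutant of repeat 1 (log2 fold 5.84, adjusted p = 1.9e-09) and 1.52 and 129.2 RPKM in repeat 2 (log2 fold 5.72, adjusted p = 7.9e-09). At p15 °C, *ZC15.3* was higher in the mutant by ratios of 84.8 and 134. *F07B7.1*, higher by ratios of 30.1 and 55.6 at 15 °C, has the same values as *W09B7.1*. The transcript of *hrde-1* itself (C16C10.3) was lower in the mutant at 23 °C (log2 fold -0.72, adjusted p = 1.1e-05, and -0.49, adjusted p = 0.016) and not by the fold limit. *R10E4.1* went against the others: it was at 30.4 RPKM in WT and 8.12 RPKM in the mutant at 15 °C (log2 fold -1.78, adjusted p = 0.0059) and at 31.9 and 5.86 RPKM in repeat 2 (log2 fold -2.26).
In repeat 1, 73 genes were higher in the mutant at 15 °C, 300 at 23 °C and 74 at p15 °C, and 25, 48 and 9 were lower. In repeat 2, 92, 178 and 304 genes were higher, and 39, 13 and 101 lower. Both repeats called 67 of these genes at 15 °C (0.327 by chance), 136 at 23 °C (2.60 by chance) and 66 at p15 °C (1.10 by chance). At p15 °C in repeat 2, 75.1% of the changed genes were higher, and 62.8% after quantile normalization, which called 187 genes higher. With both repeats in one fit and the repeat as a block, 133 genes were higher at 15 °C and 195 at p15 °C. At 15 °C, leaving *hrde-1* 15C-G1 out of repeat 2 raised its count from 92 to 628. At p15 °C in repeat 1, the count was 149 without WT p15C-G1 and 48 without *hrde-1* p15C-G2. In repeat 2 it was 194 without *hrde-1* p15C-G1, 697 without *hrde-1* p15C-G2, 581 without WT p15C-G1 and 196 without WT p15C-G2. The 38 major sperm and sperm genes were higher in the mutant as a set at 15 °C (medians 0.75 and 0.76; camera, adjusted p = 0.00066 and 4.2e-06; adjusted p = 0.62 and 0.96 with an estimated correlation) and at p15 °C (medians 0.99 and 0.72, adjusted p = 8.7e-07 and 1.4e-13; adjusted p = 0.6 with an estimated correlation in both). The early embryo zygotic genes were lower in the mutant as a set at 15 °C (medians -0.28 and -0.26, adjusted p = 0.00065 and 0.0043; adjusted p = 0.17 and 0.87 with an estimated correlation), with 0 called by limma and 1 lower at an unadjusted p under 0.05. At 23 °C, the cuticle genes were higher as a set (medians 0.69 and 1.07, adjusted p = 3.4e-06 and 7.6e-09; adjusted p = 0.24 and 0.71 with an estimated correlation), with 0 called by limma over all genes, 4 when adjusted over the list alone and 9 at an unadjusted p under 0.05. The antimicrobial and pathogen response genes were also higher as a set at 23 °C (medians 0.26 and 0.20, adjusted p = 0.00011 and 0.0091; adjusted p = 0.21 and 0.78 with an estimated correlation), with 0 called by limma and 4 higher at an unadjusted p under 0.05. One sperm gene, *spe-41*, was called at 23 °C (3.85 and 14.8 RPKM, adjusted p = 0.00021; 5.03 and 14.5 RPKM, adjusted p = 0.0063; also 1 when adjusted over the list alone).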

We then compared the mRNA-seq results between WT and *hrde*-*1* mutant (repeat 1) and found 72, 208, and 67 HRDE-1-repressed genes (∆mRNA_[*hrde*-*1/*WT]_ ≥ 2.0 [FDR ≤0.1]), at 15, 23, and p15 °C, respectively (Additional files 3, 4). Among the 208 HRDE-1-repressed genes at 23 °C, 72 genes overlap with the ones at 15 °C or p15 °C, representing a category of genes in which HRDE-1-dependent repression occurs at both 15 and 23 °C. This result also indicates that germline nuclear RNAi is active at both low and high temperature. 

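Of the 300 genes higher in the mutant at 23 °C in repeat 1, 83 (27.7%) were also called at 15 °C or p15 °C, against 1.39 by chance. In repeat 2, 118 of 178 (66.3%) were, against 2.71 by chance. *C38D9.2* was at 1.19 RPKM in WT and 129.5 RPKM in the mutant at 23 °C in repeat 1 (log2 fold 5.92, standard error 0.15, adjusted p = 1.9e-09). *sosi-1* (C41D11.6), a known target of small RNA silencing, was higher by ratios of 53.2 and 47.4 at 15 °C and of 45.7 and 69.2 at 23 °C. *F37D6.3* was higher by ratios of 20.8 and 21.6 at 15 °C, 25.0 and 27.1 at 23 °C, and 26.1 and 29.0 at p15 °C. *F49F1.8* was higher by ratios of 79.2 and 62.7 at 15 °C and of 64.5 and 54.3 at p15 °C. Between 15 °C and p15 °C, 52 genes were shared in repeat 1 (0.263 by chance) and 83 in repeat 2 (1.36 by chance). At all 3 phases, 49 genes were higher in repeat 1 and 76 in repeat 2, and 46 in both.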

The other 136 genes, which are unique to the 23 °C condition, represent a category in which HRDE-1-dependent repression occurs at 23 °C but not at 15 °C. Similar results were obtained with the second biological repeat (Additional files 3, 4).

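In repeat 1, 217 genes were higher in the mutant at 23 °C and not called at 15 °C or p15 °C, and in repeat 2, 60 genes. *R09H3.3* was higher by ratios of 18.6 (adjusted p = 2.1e-06) and 15.8 (adjusted p = 3.9e-06) at 23 °C, and had ratios of 0.952 and 0.840 at 15 °C and of 1.21 and 1.01 at p15 °C. *Y43F4A.3* was higher by ratios of 12.9 and 16.5 at 23 °C and had ratios of 0.953 and 0.892 at 15 °C; its ratios of 2.98 and 5.40 at p15 °C did not pass the test (adjusted p = 0.77 and 0.40). *glit-1* was higher by ratios of 5.07 (adjusted p = 4.5e-05) and 2.11 (adjusted p = 0.022) at 23 °C and had ratios of 0.766 and 0.900 at 15 °C. *dct-10* was higher by ratios of 11.6 and 8.39 at 23 °C. *F40D4.13* was called only at 23 °C in repeat 1, and also at p15 °C in repeat 2 (ratio 10.6, adjusted p = 0.1). A missing call at 15 °C does not by itself show a difference from 23 °C, since 3 libraries were compared with 3 at 15 °C and 5 with 5 at 23 °C. The limma interaction test does compare the 2 temperatures, and it called *R09H3.3*, *Y43F4A.3*, *dct-10* and *F40D4.13* in both repeats. For these the strains differed more at 23 °C than at 15 °C. *glit-1* was not called in repeat 2 (interaction test, adjusted p = 0.27).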

We found that 34.1, 36.6, or 43.9 % of the 41 high-stringent NHGs overlap with LTR retrotransposon elements (approximately 0.4 % of the genome) with 0, 500, or 1000 bp flanking regions, respectively, representing a significant association (*p* values = 0, based on 100,000 Monte Carlo simulations, see “Methods”). This result evidences that a subset of LTR retrotransposons are heat inducible and that this temperature effect is normally prevented by HRDE-1. In contrast to LTR retrotransposons, only 2 % of the high-stringent NHGs overlap with DNA transposons (annotated as the Tc-type, approximately 0.5 % of the genome) with 1000 bp flanking sequences. 

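The notes of Table 1 name an LTR retrotransposon of the CER type for 19 of its 41 genes. The other 22 had a heat response in the *hrde-1* mutant that did not differ detectably from theirs. The difference between the medians of the log2 folds of 23 °C to 15 °C was 0.23 (permutation test, two-sided, p = 0.34). The difference was larger with a limit at a mean of 2 RPKM (0.54, permutation test, p = 0.02), with a pseudocount of 0.1 (0.46, permutation test, p = 0.04) and with one transcript per gene (0.52, permutation test, p = 0.026). It was -0.39 (permutation test, p = 0.2) with 15C and p15C together as the low temperature, so the outcome depends on the processing. *ZK262.8*, noted with CER8, rose in the mutant from 3.69 to 28.3 RPKM (log2 fold 2.64) in repeat 1 and from 4.99 to 29.3 RPKM (log2 fold 2.40) in repeat 2. *F41G4.7*, noted with CER12, rose from 4.44 ± 1.58 to 48.6 RPKM (log2 fold 3.20, adjusted p = 0.00018) in repeat 1. *Y53F4B.10*, noted with repeats of no named type, rose from 1.46 to 18.8 RPKM and from 1.60 to 15.7 RPKM. Genes are not independent replicates, and the 41 were chosen by the study on these libraries.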

A statistically significant association between the 288 NHGs and LTR retrotransposons was also found (see “Methods”).

In spite of the enrichment of LTR retrotransposons, the majority of the NHGs are protein-coding genes and do not appear to be associated with any transposon elements. We also examined the genomic distribution of NHGs in the arms (enriched for extensive heterochromatin domains) and the central region of each autosome (largely depleted for large heterochromatin domains) [19–21]. We found that NHGs are enriched in the arms of chromosomes I, II, and X and de-enriched in the central regions of chromosomes I and V (Fig. 2d, e). But these features in other chromosomes are not statistically significant (Fig. 2e). Therefore, nuclear RNAi maintains stable expression of a broad set of genes under heat stress. This ability is likely to be essential for *C. elegans* in its natural habitat where persisting heat stress is probably quite frequent [22, 23].

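The 571 NHG transcripts belong to 558 genes, of which 552 could be placed on a chromosome with the current annotation. Chromosome II held 150 of them (27.2% against 17.4% of the genes tested; Fisher's exact test, two-sided, adjusted p = 4e-08) and chromosome X 101 (18.3% against 13.7%, exact test, adjusted p = 0.004). Chromosome V held 106 (19.2% against 25.0%, exact test, adjusted p = 0.0035) and chromosome III 56 (10.1% against 13.4%, exact test, adjusted p = 0.033), fewer than its share. Chromosome I held 63 (11.4% against 14.3%, exact test, adjusted p = 0.067) and chromosome IV 76 (exact test, adjusted p = 0.11). Of 38 genes of Table 1, 13 lay on chromosome V (9.51 by chance, exact test, adjusted p = 0.46) and none on chromosome I (5.43 by chance, exact test, adjusted p = 0.027). For the genes higher at 23 °C in WT (61 placed) and those higher in the mutant than in WT at 23 °C in both repeats (115 placed), no chromosome had an adjusted p (exact test) under 0.62. The arms and centres were not analysed here. Neighbouring genes of one family are not independent, so these p-values are approximate.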

### Heat-induced gene activation of HRDE-1 targets occurs at the transcriptional level

To test whether heat activation of NHGs occurs at the transcriptional level, we performed Pol II ChIP-seq and H3K9me3 ChIP-seq analyses for the 15C-G3, 23C-G2, 23C-G4, 23C-G6, p15C-G1, and p15C-G2 generations. The whole-genome Pol II profile at each of the three 23 °C-generations (23C-G2, 23C-G4, or 23C-G6) was compared with the one at the 15C-G3. For most of the genes in the *C. elegans* genome, the Pol II levels at the 15C-G3 were similar to the 23 °C-generations (Fig. 3a, b). This is the case for both WT and *hrde*-*1* mutant. However, in the *hrde*-*1* mutant, NHGs exhibited significantly higher Pol II levels at the 23 °C-generations than the ones at 15 °C (Fig. 3a, b). The median values of ∆Pol II_[23C-G2/15C-G3]_, ∆Pol II_[23C-G4/15C-G3]_, and ∆Pol II_[23C-G6/15C-G3]_ for the 288 NHGs were 1.52, 2.55, and 2.65, respectively, in the *hrde*-*1* mutant, significantly higher than the ones in the wild type (0.84, 1.26, and 1.59, respectively). NHGs in WT also showed increased Pol II levels in the 23C-G4 and 23C-G6 generations compared to the 15C-G3, but the effect was much weaker than the *hrde*-*1* mutant (Fig. 3a, b). These results indicate that (1) some of the germline nuclear RNAi target genes are susceptible to heat-induced transcriptional activation, and (2) this temperature effect is normally prevented by the germline nuclear RNAi pathway.

**Fig. 3:**
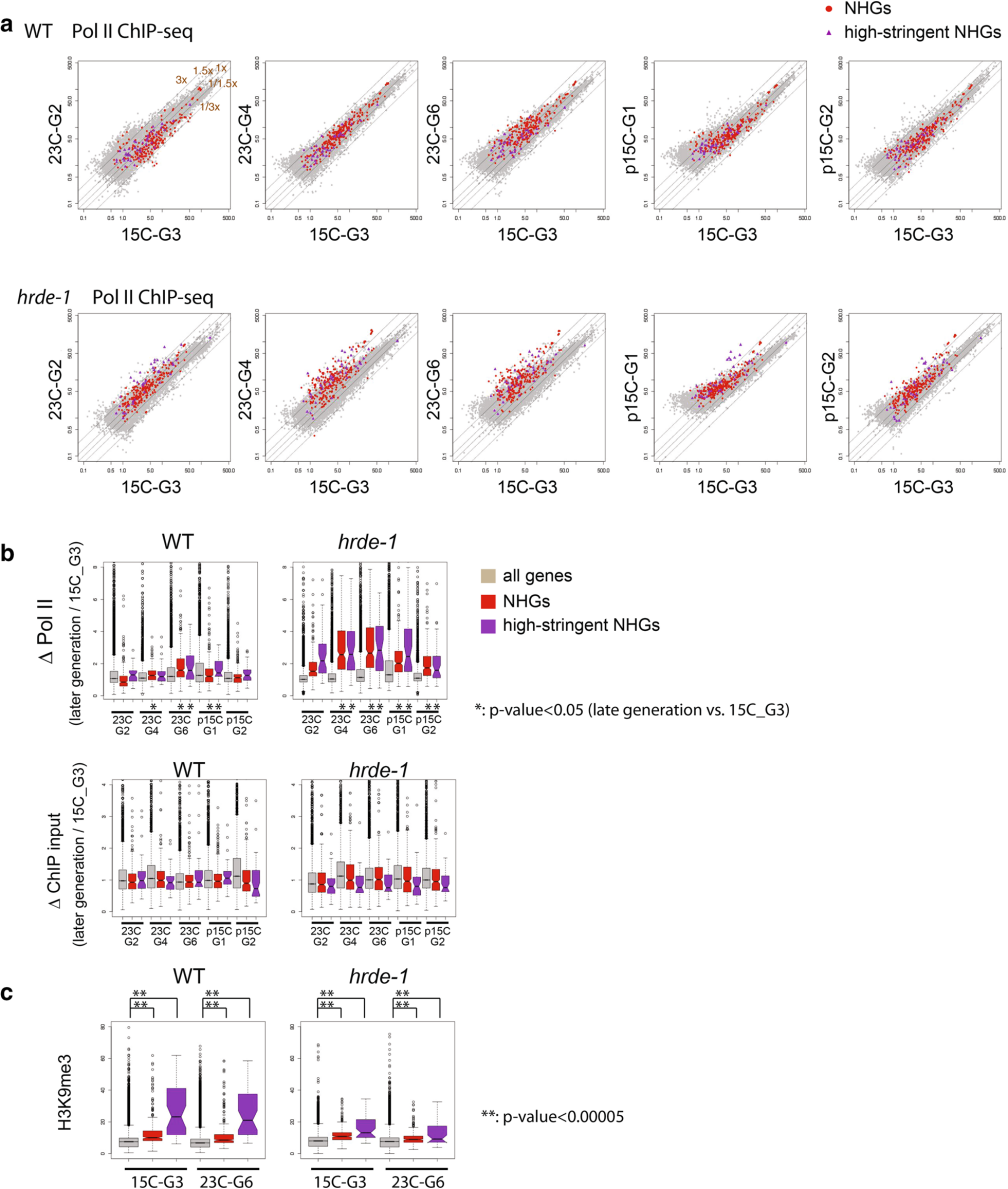
Heat-induced gene activation of HRDE-1 targets occurs at the transcriptional level. **a** Scatter plots comparing Pol II levels between 15C-G3 and each of 23C-G2, 23C-G4, 23C-G6, p15C-G1, and p15C-G2 for WT and *hrde*-*1* mutant. **b** Box plot analyses of changes (a later generation vs. 15C-G3) in Pol II levels for all protein-coding genes, NHGs, and high-stringent NHGs. Later generations with significant increases (*p* value <0.05, Wilcoxon rank-sum test) over 15C-G3 were indicated by “*.” **c** Box plot analysis indicating that NHGs, particularly the high-stringent ones, are associated with high levels of H3K9me3. Wilcoxon rank-sum test was used to calculate the *p* values

Similar analysis for the H3K9me3 ChIP-seq assay revealed that the 23 °C-generations samples had a modest but consistent reduction of H3K9me3 levels for NHGs in both the wild-type and the *hrde*-*1* mutant animals when compared with the 15C-G3 sample (Additional file 5). We also found that NHGs genes are associated with high levels of H3K9me3 in both the wild-type and *hrde*-*1* mutant animals (Fig. 3c).

### Transgenerational effect of temperature on gene expression in the *hrde*-*1* mutant

While analyzing the Pol II ChIP-seq data, we noticed that the heat-induced transcriptional activation of NHGs is stronger in 23C-G4, and 23C-G6 than 23C-G2 (Fig. 3b). The median values of ∆Pol II_[23C-G4/23C-G2]_ and ∆Pol II_[23C-G6/23C-G2]_ for NHGs in the *hrde*-*1* mutant are 1.6 and 1.7, respectively, (*p* values <1 × 10^−8^ for both, Wilcoxon rank-sum test). In addition, heat-induced transcriptional activation persisted when *hrde*-*1* mutant was shifted back to 15 °C. The median values of ∆Pol II_[p15C-G1/15C-G3]_ and ∆Pol II_[p15C-G2/15C-G3]_ for NHGs in the *hrde*-*1* mutant are 2.0 and 1.7, respectively, (*p* values <1 × 10^−12^ for both). We consider both types of effects to be transgenerational, namely, the intensified derepression in the late heat stress generations over the early one and the persistent derepression in the p15C generations. These transgenerational effects are detectable in WT as well, but much less pronounced than in the *hrde*-*1* mutant. For example, the median values of ∆Pol II_[p15C-G1/15C-G3]_ and ∆Pol II_[p15C-G2/15C-G3]_ for NHGs in WT are 1.2 (*p* value = 0.002) and 1.1 (*p* value = 0.2), respectively. We found that the effect of heat stress on H3K9me3 for the NHGs is transgenerational as well (Additional file 5). Similarly to Pol II, the transgenerational effect of on H3K9me3 is more pronounced in the *hrde*-*1* mutant than the WT animals. These results indicate that (1) temperature-induced chromatin effect can be transgenerationally heritable and (2) this transgenerational effect is normally repressed by the germline nuclear RNAi pathway.

To identify genes with heat stress-induced transgenerational effect, we examined the 12-generation mRNA expression profiles of the high-stringent NHGs (Additional file 6). Among these genes, six showed a trend of progressive increase in their mRNA expression levels from 23C-G1 to 23C-G6 (Fig. 4) in the *hrde*-*1* mutant. 

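From 23C-G1 to 23C-G6 in the *hrde-1* mutant, *F40D4.13* went through 10.7, 42.2, 95.4, 135, 134 and 131 RPKM in repeat 1 and 13.2, 28.7, 56.1, 71.5, 86.9 and 95.3 RPKM in repeat 2. *C18D4.6* went from 34.8 to 61.3 RPKM in repeat 1, with its peak of 65.4 RPKM before 23C-G6, and from 23.9 to 55.3 RPKM in repeat 2. *F58H7.5* went from 113.3 to 183 RPKM and from 65.9 to 142.2 RPKM. *F41G4.7* went from 23.4 to 65.5 RPKM in repeat 1, and in repeat 2 from 18.2 RPKM to a peak of 33.8 RPKM and back to 19.6 RPKM. *ZC15.3* went from 58.4 to 81.9 RPKM and from 47.9 to 69.7 RPKM, and *ZK262.8* from 23.4 to 26.8 RPKM and from 17.0 to 27.6 RPKM. These 6 genes were taken as the paper's cumulative ones. The paper's text names *ZC15.10* among its cumulative genes and does not name *ZK262.8* there. The mean slope per generation over both repeats, in log2, was 0.60 for *F40D4.13* (exact permutation test of the order of generations, two-sided, p = 2.3e-05, adjusted p = 0.00028 over the 12 tests of 6 genes and 2 strains). It was 0.17 for *F58H7.5* (exact p = 0.00032, adjusted p = 0.0019), 0.18 for *C18D4.6* (exact p = 5e-04, adjusted p = 0.002), 0.17 for *F41G4.7* (exact p = 0.011, adjusted p = 0.026), 0.14 for *ZC15.3* (exact p = 0.01, adjusted p = 0.026) and 0.08 for *ZK262.8* (exact p = 0.098, adjusted p = 0.17). *ZC15.10*, which the paper also names, had a slope of 0.18 (exact p = 0.023) and went from 28.5 to 51.2 RPKM and from 25.2 to 50.9 RPKM. Together, the 6 genes had a mean slope of 0.22 (exact permutation test over 518400 pairs of orders, two-sided, p = 2e-04). The slopes include 23C-G1, which was left out of the comparisons between temperatures and strains. Without 23C-G1 of repeat 1 the mean slope was 0.18, the lowest with any single library left out. The 6 genes were chosen by the study for rising in these libraries, which makes these p-values no independent evidence. The test also takes generations as exchangeable although each descends from the last.
Over all genes, limma called 0 genes rising in both repeats, and 148 had an unadjusted p under 0.05 with a positive slope in both, against 43 falling. Among the 148 were 5 genes of Table 1. The count of 0 became 2 without *hrde-1* 23C-G4 or without 23C-G5 of repeat 1, and 44 with both repeats in one fit and the repeat as a block. *col-165* (slopes 0.55 and 0.88) and *cut-3* (0.51 and 0.70), both cuticle genes, were among the steepest at an unadjusted p; they were chosen after their values were seen. Of the 41 genes of Table 1, 30 had a positive slope in both repeats. Their median level in repeat 1 was 13.4 RPKM at 23C-G1 and 19.2 RPKM at 23C-G6, and in repeat 2 11.2 and 16.24 RPKM. In repeat 2 it stayed between 12.13 and 12.75 RPKM from 23C-G2 to G5, and the 23C-G6 library stood apart.

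**Figure D2:**
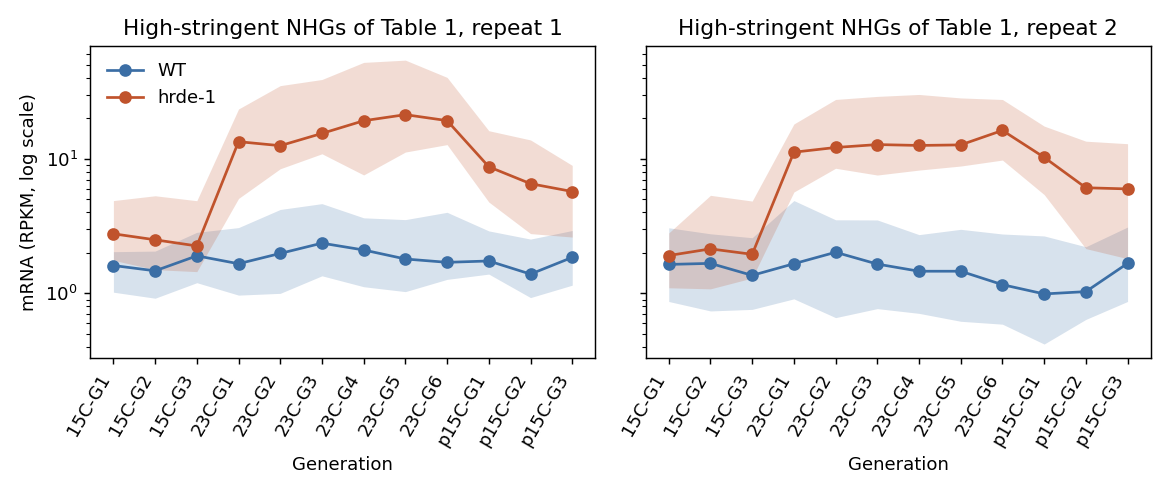
Levels of the Table 1 genes over the 12 generations (horizontal axis) in RPKM on a log axis (vertical axis), for WT and *hrde-1* in repeats 1 and 2. The median of the *hrde-1* libraries is between 1.91 and 2.77 RPKM at 15 °C, between 11.2 and 21.3 RPKM at 23 °C and between 5.71 and 10.25 RPKM at p15 °C.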

We will refer to these genes as exemplary cumulative NHGs. Most of these cumulative NHGs are within or in close proximity of retrotransposon elements (e.g., *F40D4.13, F41G4.7, ZC15.10*, and *F58H7.5*). mRNA expression of these cumulative NHGs in WT is largely repressed at both 15 and 23 °C (Fig. 4).

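In WT at 23 °C, *F58H7.5* was between 0.50 and 2.66 RPKM over all generations of both repeats, *ZC15.3* between 0.35 and 1.87 RPKM, *F41G4.7* between 0.24 and 1.38 RPKM and *ZK262.8* between 0.43 and 2.46 RPKM. *F40D4.13* was between 0.86 and 4.27 RPKM and *ZC15.10* between 0.69 and 7.46 RPKM. *C18D4.6* was higher, at 11.4 to 26.4 RPKM, with a WT mean at 15 °C of 11.0 ± 2.36 and 9.43 ± 1.12 RPKM (SD, n = 3). The added read is a part of every value, so the lowest of these levels are overstated. For *ZC15.3*, 23C-G4 of repeat 1 (1.87 RPKM) stood apart from the other generations, and for *ZK262.8*, 23C-G2 of repeat 1 (2.46 RPKM) did. The 6 cumulative genes had a mean slope of -0.03 per generation in WT (exact permutation test, two-sided, p = 0.17). Without WT 23C-G4 of repeat 1, it was -0.03 with an exact p of 0.047.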

**Fig. 4:**
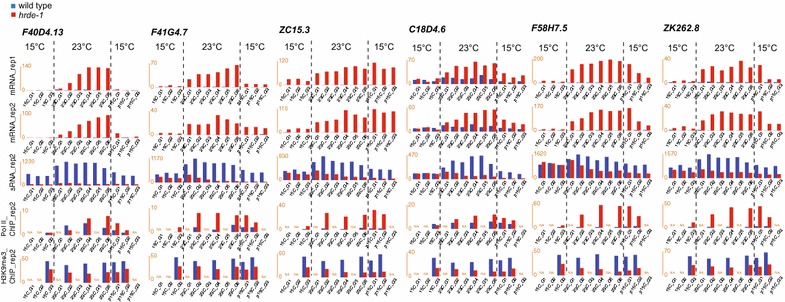
Exemplary cumulative NHGs with their temporal profiles of mRNA (12 generations, two biological repeats), endo-siRNA (12 generations), Pol II (6 generations), and H3K9me3 (6 generations)

For some of the cumulative NHGs (e.g., *ZC15.3, F58H7.5,* and *C18D4.6*), the heat-induced gene activation persisted for 2–3 generations after the *hrde*-*1* mutant animals were shifted back to 15 °C (Fig. 4). 

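*ZC15.3* was at 26.75 ± 6.13 RPKM (SD, n = 3) at 15 °C in the *hrde-1* mutant of repeat 1 and at 111, 80.5 and 88.6 RPKM in p15C-G1, G2 and G3. In repeat 2, it was at 16.6 RPKM at 15 °C and at 108, 92.1 and 97.6 RPKM after the return. *F58H7.5* was at 14.75 ± 4.04 RPKM at 15 °C and then at 157, 82.6 and 43.9 RPKM in repeat 1, and at 10.4 and then 161, 64.4 and 35.5 RPKM in repeat 2. *C18D4.6* was at 12.7 ± 5.48 RPKM and then at 31.5, 19.4 and 25.4 RPKM in repeat 1, and in the 3 generations of the return at 30.6, 22.1 and 18.7 RPKM in repeat 2. *F40D4.13* went back further, from 131 RPKM at 23C-G6 to 5.91, 1.86 and 1.33 RPKM in repeat 1 and from 95.3 to 19.5, 2.15 and 5.80 RPKM in repeat 2. For *ZC15.3*, *F58H7.5* and *C18D4.6*, every p15C library was above every 15C library in both repeats (exact permutation test over both repeats, two-sided, p = 0.005, the smallest it allows; adjusted p = 0.016 over the 41 genes of Table 1). The ratios of p15 °C to 15 °C were 3.50 and 5.97 for *ZC15.3*, 6.42 and 8.35 for *F58H7.5*, and 2.00 and 2.93 for *C18D4.6*. In WT these genes had ratios of 1.39 and 0.844, 1.93 and 1.63, and 0.661 and 0.851. The exact test takes generations as exchangeable although each descends from the last. The difference between the strains in these ratios was not tested.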

The Pol II levels of the cumulative NHGs showed a transgenerational effects that are generally consistent with the corresponding mRNA changes, indicating that the transgenerational effect occurs at the transcriptional level (Fig. 4). These cumulative NHGs evidenced that gene expression programs can be influenced not only by the current environment, but also the environment experienced by ancestors. 

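Of the 41 genes of Table 1, 22 were at least 2 times higher at p15 °C than at 15 °C in both repeats of the *hrde-1* mutant, and 1, *sqt-1*, was in WT. The median ratio was 2.69 and 2.93 in the mutant and 1.02 and 1.035 in WT. In the mutant, *Y56A3A.5* had ratios of 2.71 and 10.7 and *ZC15.10* of 3.22 and 3.25 (exact permutation test, two-sided, p = 0.005 each), while *fbxa-107* had ratios of 1.02 and 1.38 (exact p = 0.38) and *fbxb-97* of 1.12 and 0.989 (exact p = 0.65). In the mutant, 23 of the 41 genes had an adjusted p of at most 0.05 by the exact test, and in WT 0 had. For 13 genes in the mutant and 0 in WT, every p15C library was above every 15C library in both repeats, where chance gives 0.25%. The 13 include several transcripts of the gene *C13B9.4*. This share and the exact p-values take generations as exchangeable although each descends from the last. *sqt-1*, a cuticle collagen gene, had ratios of 5.49 and 5.57 in WT (exact p = 0.015, adjusted p = 0.25). These ratios share the 15C libraries with the choice of the genes. In 20 simulations without persistence, the median ratio of the Table 1 genes was on average 0.99 and 1.00, and at most 1.10 and 1.11. In the same simulations, a mean of 0.15 and at most 2 of the genes were at least 2 times higher in both repeats. The Table 1 genes were kept fixed there and not chosen anew. The simulations thus show the size of noise alone and cannot show an effect of the shared 15C libraries. In the mutant, the median ratio of p15C-G1, G2 and G3 to 15 °C was 2.61, 1.855 and 1.55 in repeat 1 and 4.00, 2.38 and 2.21 in repeat 2.
Over all genes, limma called 0 genes higher at p15 °C than at 15 °C in both repeats in either strain. At an unadjusted p under 0.05, 162 genes were higher in both repeats of the mutant and 103 in WT. In repeat 1, 0 genes were called in either strain, and in repeat 2, 1473 were higher and 144 lower in WT and 499 higher and 3 lower in the mutant. The counts of 0 in both repeats became 271 in the mutant and 158 in WT with both repeats in one fit and the repeat as a block, and 4 in the mutant without *hrde-1* 15C-G1 of repeat 1. In WT of repeat 2, 91.1% of the changed genes were higher, and 73.7% after quantile normalization. Cuticle genes were higher as a set at p15 °C in both strains (medians 0.69 and 1.93 in WT, camera, adjusted p = 0.0076 and 2.9e-16, and 0.71 and 2.02 in the mutant, adjusted p = 3.9e-06 and 1.2e-17). None of these set calls held in both repeats with an estimated correlation (adjusted p = 0.48 and 0.16 in WT and 0.48 and 0.2 in the mutant, with an estimated correlation). Other lists had set calls in both repeats that were also lost in this way. In WT, the oocyte and eggshell genes (medians -0.12 and -0.31), yolk genes (-0.19 and -0.37) and housekeeping genes (-0.08 and -0.2) were lower. In the mutant, the antimicrobial and pathogen response genes were higher (medians 0.26 and 0.37). The sperm genes rose in WT too, by medians of 0.54 and 1.77, with a set call in repeat 2 alone (camera, adjusted p = 0.27 and 1.3e-38). In the mutant, the sperm genes were higher as a set in both repeats (medians 0.86 and 1.61, camera, adjusted p = 1.5e-06 and 1e-08, but 0.48 and 0.44 with an estimated correlation). *msp-64*, a major sperm protein gene, went from 41.1 to 63.3 RPKM (adjusted p = 0.79) and from 69.9 to 190.0 RPKM (adjusted p = 0.22). *sqt-1* went from 2.52 to 10.5 RPKM (adjusted p = 0.55) and from 3.46 to 21.9 RPKM (adjusted p = 0.037) in the mutant.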

Because these cumulative/transgenerational effects occurred in the *hrde*-*1* mutant but not WT, we suggest that one of the HRDE-1-dependent RNAi functions is to prevent the transgenerational effect of the heat-induced transcriptional activation, which may result in feed-forward amplification of unwanted gene activation and reduced fitness at the organismal level.

### Transgenerational effect of heat stress on siRNA expression

To investigate the effects of *hrde*-*1* mutation and temperature on siRNA expression at the multigenerational time scale, we performed small RNA-seq experiments for one set of the temperature-shift samples (12 generations for WT and *hrde*-*1*[*tm1200*]). The 5′-mono-phosphate (mono-Pi)-independent small RNA cloning procedure was used to capture both the primary and secondary siRNAs.

To examine the effect of *hrde*-*1* mutation on siRNA expression, we divided the 12 generations into four phases chronologically (phase I: 15C-G1, 15C-G2, and 15C-G3; phase II: 23C-G1, 23C-G2, and 23C-G3; phase III: 23C-G4, 23C-G5, 23C-G6; and phase IV: p15C-G1, p15C-G2, p15C-G3). The average number of small RNAs that are anti-sense to mRNA for each gene was calculated for each phase. By using a minimal fold-of-change of 2.0 (FDR ≤0.1) as cutoff, we found 250–571 genes with increased siRNA expressions and 291–650 genes with decreased siRNA expression in the *hrde*-*1* mutant over WT in the 4 phases (Fig. 5a).

**Fig. 5:**
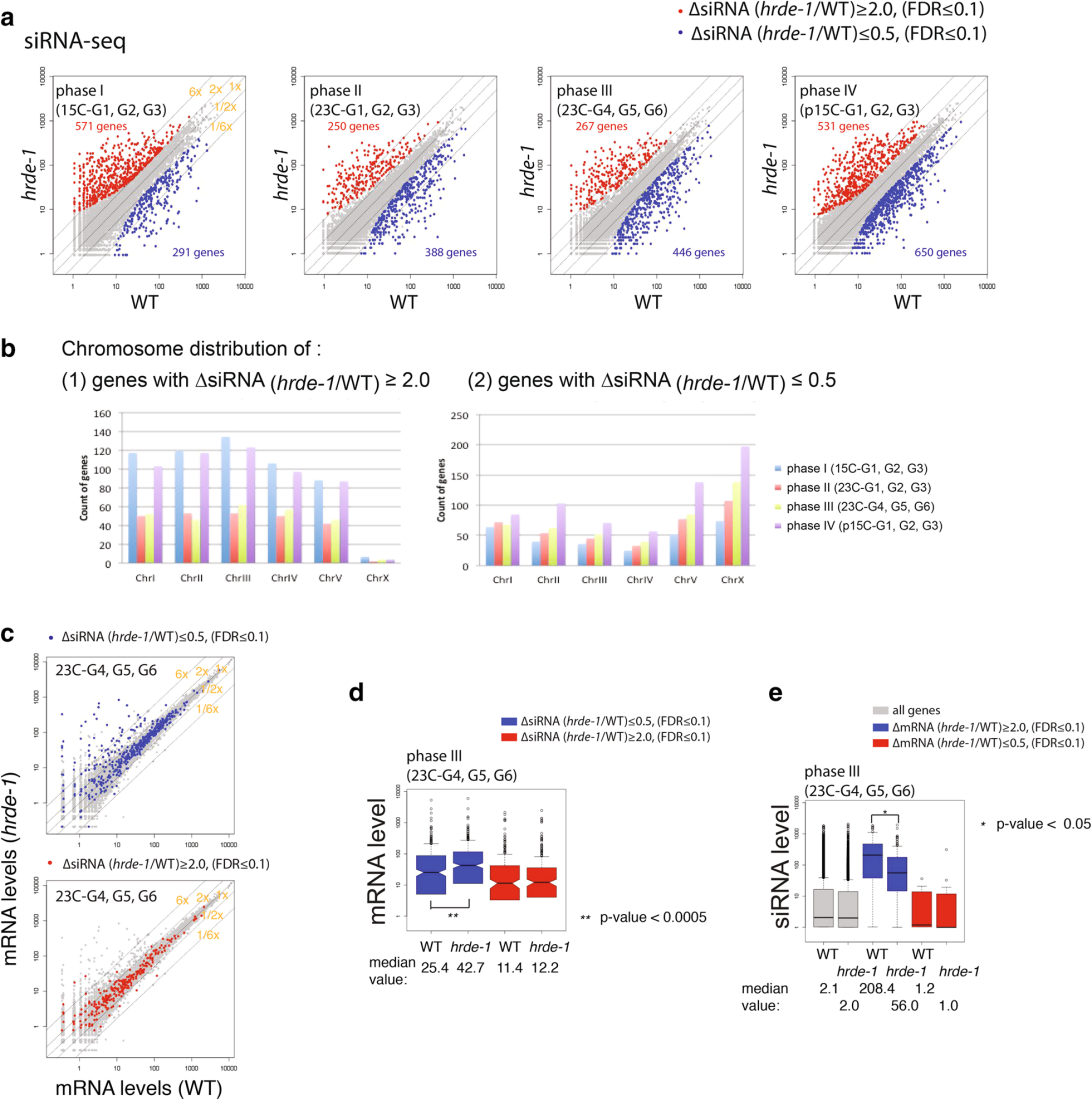
Endo-siRNA changes caused by *hrde*-*1* mutation at different temperatures and generations. **a** Scatter plots comparing endo-siRNA levels of WT and *hrde*-*1* mutant. The 12 generations were divided evenly into 4 phases (I to IV) chronologically. The normalized mean siRNA counts of three generations in each phase were used in this analysis for each protein-coding gene. Genes with increased siRNAs in the *hrde*-*1* mutant over WT at each phase were highlighted in *red* (*blue* for ones with decreased siRNAs). **b** Chromosome distribution of genes with HRDE-1-dependent siRNA expression changes. **c** Scatter plots comparing mRNA levels of WT and *hrde*-*1* mutant with genes with *hrde*-*1*(-)-dependent siRNA changes highlighted. **d** Box plot comparing mRNA expression levels between WT and *hrde*-*1* mutant for genes with *hrde*-*1*(-)-dependent siRNA changes. **e** Box plot comparing siRNA expression between WT and *hrde*-*1* mutant for all genes and genes with *hrde*-*1*-dependent mRNA changes. Only phase III (23C-G4, G5, and G6) results were plotted in *panels* **c**–**e**. See Additional file 7 for results of all four phases. Wilcoxon rank-sum test was used to calculate the *p* values

We examined the relationship between *hrde*-*1(*-*)*-dependent siRNA changes and *hrde*-*1(*-*)*-dependent mRNA changes. We found a significant fraction (31–47 %) of HRDE-1-repressed genes at 15 or 23 °C have reduced siRNA expressions in the *hrde*-*1* mutant over WT at the corresponding temperature (Fig. 5c, e; Additional file 7). However, we note that the majority of the genes with siRNA changes (either increase or decrease in *hrde*-*1* mutant) have similar mRNA expressions between the *hrde*-*1* mutant and WT in each of the four phases (Fig. 5c, d, e; Additional file 7), suggesting that the connection between the siRNA and mRNA expression changes (WT v.s. *hrde*-*1* mutant) is complex and may be limited. siRNAs of germline-specific genes (based on [24]) and CSR-1 target genes (based on the CSR-1-coIP-siRNA profile from [25]) are not affected by *hrde*-*1* mutation (Additional file 8). In contrast, a large number of HRDE-1 target genes (based on the HRDE-1-coIP-siRNA profile from [10]) exhibited siRNA expression changes (either increase or decrease) in the *hrde*-*1* mutant (Additional file 8).

Interestingly, we found that genes with increased siRNA expression in the *hrde*-*1* mutant are severely depleted in the X chromosome (5.6–27.6 fold lower than the expected frequency if random distribution is assumed, *p* value = 0, Monte Carlo simulation) and approximately evenly distributed in five autosomes (Fig. 5b; Additional file 7d).

We also noticed that the numbers of genes with decreased siRNA expression in the *hrde*-*1* mutant progressively increases from phase I to phase IV (Fig. 5b and Additional file 9). We performed a Venn diagram analysis and found that this trend is due to (1) new genes joined this category in each of phases II, III, and IV, and (2) genes falling into this category in the previous phase tend to remain in the category in all later phases (data not shown). The phase IV has the highest number of such genes despite the fact that the temperature was shifted back to 15 °C, suggesting a transgenerational cumulative effect of heat stress on siRNA expression.

We then examined the 12-generation siRNA profiles for the high-stringent NHGs individually, and found that for some genes, the *hrde*-*1* mutant and WT showed opposite effects of temperature on siRNA expression (e.g., *F41G4.7, ZC15.3, C18D4.6,* and *F58H7.5*) (Fig. 4). While heat stress leads to increases in siRNA levels of these cumulative NHGs in WT, it leads to decrease in the *hrde*-*1* mutant, suggesting a role of siRNAs in responding to the temperature change and repressing heat-inducible elements. Interestingly, the temperature effects on some NHGs in the *hrde*-*1* mutant appear to be transgenerational progressive at 23 °C (e.g., *F41G4.7, C18D4.6*, and *F58H7.5*) (Fig. 4). In addition, while the changes in siRNAs at 23 °C-generations in the wild-type animals were reverted in the post-23 °C 15 °C-generations, the temperature effect on siRNAs at 23 °C-generations in the *hrde*-*1* mutant animals persisted in the post-23 °C 15 °C-generations (e.g., *F41G4.7, ZC15.C, C18D4.6,* and *F58H7.5*) (Fig. 4). For some genes, the siRNA profiles mirror nicely with their mRNA profiles over the 12 generations, suggesting that the transgenerational effects of temperature on siRNA and mRNA expression may be tightly linked in these cases.

## Discussion

The germline of animals, including human, exhibits much higher temperature sensitivity than somatic tissues. Small temperature increases by a few degrees can sometimes disrupt the gamete functions or the process of gametogenesis [26–29]. This is a greater challenge for invertebrates such as *C. elegans,* which cannot control its body temperature, yet experiences a large degree of temperature fluctuation in their natural environment [22, 23]. In this 12-generational temperature-shift study, we found that the impact of an 8 °C-temperature change on the transcriptome of the WT *C. elegans* strain is very limited. 

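In WT, the median log2 fold of 23 °C to 15 °C over all 20529 genes was 0.05 in repeat 1 and 0.07 in repeat 2. RPKM is scaled to the library total, so a median near 0 does not show how many genes changed. In the *hrde-1* mutant, with 612 genes higher in both repeats, the median was -0.02 and 0.08. At an unadjusted p under 0.05 in both repeats, 186 genes were at least 2 times higher and 32 lower. Of the 4146 genes with a mean of 5 to 20 RPKM, 31 were heat-induced in WT. Of the 1626 above 100 RPKM, 3 were.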

(We note that the two temperature points used in this study, 15 and 23 °C, are within the range of permissive temperature for WT *C. elegans.*) For a large number of genes, the thermal stability of mRNA expression requires the germline nuclear AGO protein HRDE-1. These results revealed that genomic regions with intrinsic temperature sensitivity are more prevalent than previously recognized. Furthermore, transcription activities in these regions are actively monitored and repressed in *C. elegans* germline. Several features of the nuclear RNAi pathway make it well suited to perform these tasks. (1) siRNAs can function both as sensor to reflect transcriptional changes and as guide molecules to silence the target genes. (2) The chromatin-based silencing mechanism leads to stable gene repression. (3) Both siRNA and H3K9me3 can function as epigenetic memory for transgenerational gene silencing. RNAi and various RNA-mediated chromatin regulation mechanisms in mammals share these features, and may play similar roles.

Our previous study showed that LTR retrotransposons constitute a major class of native targets of germline nuclear RNAi in *C. elegans* [16]. Here, we showed that a significant fraction of these retrotransposons are heat inducible. Transposon activation has been linked to environmental factors, various forms of stress in particular, in bacteria, plants, and animals [30–32]. The transposon-host genome interactions have been proposed as a co-evolution mechanism to generate novel genetic variability that allows host or transposon, or both, to better cope with stress. We note that not all LTR retrotransposons in *C. elegans* are targeted by nuclear RNAi for silencing. *cer1*, a *gypsy*-type LTR retrotransposon, is transcriptionally active and produces virus-like particle in the germline of WT *C. elegans* [33]. In this study, we showed that transcriptional regulation of many germline nuclear RNAi native targets, including some of the LTR retrotransposons, is independent of temperature. 

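Several genes higher in the *hrde-1* mutant than in WT at all 3 phases and in both repeats had nearly the same level at 15 °C and 23 °C in the mutant. The ratio of 23 °C to 15 °C was 0.875 and 0.942 for *C38D9.2*, 1.22 and 1.12 for *F15D4.5*, 1.11 and 1.17 for *F37D6.3* and 1.12 and 0.945 for *sosi-1*. *nssp-37* (Y76B12C.8), higher in the mutant at 15 °C by ratios of 13.0 and 15.8, had ratios of 1.04 and 1.02. *F49F1.8* had ratios of 0.466 and 0.483. In contrast, *F58H7.5* had ratios of 12.0 and 12.4, *fbxb-14* of 2.80 and 2.84 and *ZC15.3* of 3.01 and 4.45.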

Germline nuclear RNAi is required at both low and high temperature to silence these targets. The difference in temperature responses may be due to the difference in sequence/structure of the transposons or nearby host genes. Further study is needed to determine whether the LTR retrotransposons can mutate the host genome via transposition when they are transcriptionally activated in the germline nuclear RNAi mutants.

We also note that the profile of HRDE-1-coIP siRNAs suggests that many endogenous protein-coding genes can be potentially targeted by germline nuclear RNAi pathway. Most of these genes do not show transcriptional derepression or reduced H3K9me3 when worms are under heat stress (or at the permissive temperature) in the germline nuclear RNAi mutants [16]. It is possible that the germline nuclear RNAi is required to repress these genes under another kind of environmental stress.

Recent studies have demonstrated that transgenerational epigenetic mechanisms are not limited to gene silencing. For example, active germline expression of *fer*-*1,* a *C. elegans* germline-specific gene, and certain transgenes is dependent on the active germline expression state in the previous generation, a phenomenon termed as germline licensing effect or RNAa [34, 35]. Although the underlying mechanisms are largely unknown, siRNAs, particularly CSR-1-associated ones, have been linked to these phenomena [35–37]. In this study, we showed that the heat-induced aberrant transcription in the *hrde*-*1* mutant can be heritable and some of these effects can even cumulate from one generation to the next. These findings suggest a potential vulnerability of the germline licensing effect, which may contribute the *Mrt* phenotype of the germline nuclear RNAi mutants. The germline nuclear RNAi pathway may have evolved to balance the germline licensing effect and maintain transgenerational homeostatic gene expression in a fluctuating environment. Alternatively, heat stress-induced transcription activation observed in the *hrde*-*1* mutant is independent of the germline licensing pathway, but instead due to loss of chromatin-based silencing. Further studies are needed to investigate these possibilities.

## Conclusions

We investigated the impact of heat stress on mRNA expression, transcription, H3K9me3, and siRNAs at the whole-genome level in the wild-type *C. elegans* and a mutant strain that lacks the germline-specific nuclear AGO protein HRDE-1/WAGO-9. In contrast to a small number of heat-induced genes in the WT, many genes (>280) become activated by heat in the *hrde*-*1* mutant. These genes have abundant HRDE-1-associated siRNAs and high levels of HRDE-1-dependent H3K9me3. Our study expands the list of genes that are regulated by the germline nuclear RNAi pathway and indicates a previously unrecognized contribution of this pathway to the stability of germline gene expression in a changing environment. Furthermore, we demonstrated that the heat-induced gene activation of germline nuclear RNAi target genes occur at the transcriptional level. In some loci, the heat-induced transcriptional activation is transgenerationally heritable in the *hrde*-*1* mutant. A subset of LTR retrotransposons are particularly sensitive to this transgenerational epigenetic effect. siRNA expression in these regions tend to be heat inducible in the wild-type animals, but not in the *hrde*-*1* mutant. Together, our findings establish that the effect of temperature on epigenome and gene expression in *C. elegans* germline is closely monitored by small RNA pathways, and point to a physiologically relevant role of nuclear RNAi in maintaining an immortal germline by repressing deleterious epigenetic effects induced by environmental stress.

## Methods

### Multigenerational temperature-shift experiment

*C. elegans* strain N2 and *hrde*-*1 (tm1200)* were cultured on NGM plates with *E. coli* OP50 as the food source in a temperature controlled incubator [38]. Worms were maintained at 15 °C prior to the multigenerational temperature-shift experiment.

For the multigenerational temperature-shift experiment, synchronized worms were cultured at 15 °C for three generations (15C-G1, G2, and G3), and then at 23 °C for six generations (23C-G1 to G6), followed by 15 °C for three generations (p15C-G1, G2, and G3). For synchronization, eggs were harvested by using the hypochlorite bleaching method described in [39]. Synchronized L1 population was obtained by placing embryos on unseeded NGM plates for 16–24 h. L1s were then released onto 10-cm NGM plates with OP50 (approximately 4500 L1s per plate) at each generation. Ten L1s from each generation were single picked for the brood-size assay. For the 15 °C-generations (15C-G1-G3 and p15C-G1-G3), young adults were collected 114–120 h after L1 s were released. For the 23 °C-generations (23C-G1-G6), young adults were collected 50–55 h after L1 s were released. All reagents used here were pre-warmed to 15 or 23 °C depending on the target temperature at each generation. For the 23C-G1 and p15C-G1 samples, temperature shift began at the embryogenesis step. Young adults were pulverized by grinding in liquid nitrogen with a mortar and pestle immediately after sample harvest and were stored at −80 °C. Ground worms were used for all assays in this study.

### High-throughput sequencing (HTS)

mRNA-seq: For each sample, total RNA was extracted from approximately 5000 worms using Trizol reagent (Life Technologies). mRNA was enriched using the Poly(A) Purist MAG kit (Life Technologies). 0.5–1 μg of mRNA was used to prepare each mRNA-seq library as described in [16].

ChIP-seq: Approximately 5000 worms were used for each chromatin immunoprecipitation experiment according to the procedure described in [16]. Anti-H3K9me3 (ab8898, Abcam) and anti-RNA polymerase II CTD repeat YSPTSPS (phosphor-S2) (ab5095, Abcam) antibodies were used for the H3K9me3 and Pol II ChIP, respectively. These ChIP experiments usually yielded 5–10 ng DNA. The entire ChIP DNA or 10 ng DNA in the case of ChIP input was used to make DNA library with the KAPA Hyper Prep Kit (KAPA Biosystems) according to the manufacturer’s instruction.

sRNA-seq: Small RNA was enriched using the mirVana™ miRNA Isolation Kit (Life Technologies). Small RNA library was prepared from 1 µg small RNA by using a 5′-mono-phosphate-independent small RNA cloning procedure described in [40].

Multiplexing: A total of 108 DNA libraries were prepared for this study. Each library is barcoded with a unique 6-mer index located on the 3′ linker. Libraries of the same type (mRNA-seq, sRNA-seq, or ChIP-seq) and the same biological repeat were pooled together for HTS.

HTS instrument: Pooled libraries were sequenced on an Illumina HiSeq 2500 platform with the following specifications: rapid run mode, 50-nt single-end run, and index sequencing. De-multiplexed raw data in fastq format were provided by the sequencing service provider. The average numbers of sequenced tags per library are 4.6, 5.3, and 3.1 million for mRNA, small RNA, and ChIP-seq, respectively.

Data availability: De-multiplexed raw sequencing data in fastq format for all 108 libraries were deposited in NCBI (GEO accession number: GSE74405).

### Bioinformatics

Sequence alignments were performed by using the software Bowtie (version 0.12.7) [41]. The *C. elegans* genomic sequence (WS190 release) was used to align the ChIP-seq reads. Alignments to both sense and anti-sense strands of the reference genome were used. The mRNA database (WS190) was used to align the mRNA-seq and small RNA-seq reads. Only perfect alignments were used for the subsequent analysis. For mRNA-seq analysis, only the sense-strand alignments were used. For sRNA-seq analysis, only the anti-sense alignments were used.

Identifying temperature-sensitive (ts) genes: The Bioconductor R package of DEseq [42] was used for this analysis. The 15C-G1, 15C-G2, and 15C-G3 samples were used to calculate the mean mRNA expression levels at 15 °C for wild type or *hrde*-*1* mutant; the 23C-G2, 23C-G3, 23C-G4, 23C-G5, and 23-G6 samples were used to calculate the mean mRNA expression levels at 23 °C. The 23C-G1 samples were excluded from this analysis because the 15-to-23 °C transition occurred during the embryogenesis stage for these samples. The p15C-G1, p15C-G2, and p15C-G3 samples were excluded from this analysis to avoid any potential transgenerational effect of the previous exposure to 23 °C. Heat-induced genes were defined as genes with at least twofold increase in their mean mRNA expression levels at 23 °C over the ones at 15 °C (FDR ≤0.1) in both biological repeats. Heat-repressed genes were defined as genes with at least twofold decreases in their mean mRNA expression levels at 23 °C over the ones at 15 °C (FDR ≤0.1) in both biological repeats.

RPKM value for ChIP-seq analysis was defined as the number of reads mapped to a gene normalized by the total reads in the experiments (in millions) and the length of the gene (in kilo base-pairs) using Python scripts. RPKM values for mRNA and sRNA-seq analysis were similarly defined except using the exon length for a gene for the normalization.

### Statistics

One-sided Wilcoxon rank-sum test (R) was used to determine whether the two sets of data are significantly different. For Fig. 2c, RPKM values were used to compare the HRDE-1-bound siRNAs between non-NHGs and NHGs and between non-NHGs and high-stringent NHGs. For Fig. 3b, RPKM values of 15C-G3 and a later generation were used to compare the Pol II levels between the two datasets. For Fig. 3c, RPKM values were used to compare the H3K9me3 levels between all genes and NHGs and between all genes and high-stringent NHGs.

Test the association between NHGs and LTR retrotransposon elements. Genomic locations for a total of 405,858 bp sequences that are annotated as LTR retrotransposon-type repeats (approximately 0.4 % of the *C. elegans* genome) were obtained from the UCSC genome. 4.9, 5.9, and 8.3 % of the 288 NHGs overlap with these LTR retrotransposon elements or the flanking regions (0, 500, and 1000 bp, respectively). To evaluate the significance of the association, we randomly chose 288 2.92-kb (the average size of the NHGs) regions and calculated the fraction (*F*) of these 288 regions that overlap or near LTR retrotransposon elements. This simulation was performed 100,000 times. The frequencies of the simulations with *F* ≥ 0.049, 0.059, or 0.083 (for 0, 500, or 1000 bp flanking sequence, respectively) were calculated (all less than 0.0002) and used to estimate the *p* values. *p* values for the 41 high-stringent NHGs were similarly calculated (all zeros).

### qRT-PCR

Total RNA was isolated from hand-dissected young gravid adult gonad by Trizol reagent (Life Technologies). To remove DNA contamination, total RNA was treated with DNase I (New England Biolabs) according to the manufacturer’s instructions and was then purified by Phenol: Chloroform extraction. 30 ng total RNA (30 ng) was used for reverse transcription using SuperScript III Reverse transcriptase (Life Technologies) and Oligo dT (Integrated DNA technologies). qPCR was performed using KAPA SYBR FAST Universal 2× PCR Master Mix (KAPA Biosystems) on a Mastercycler EP Realplex real-time PCR system (Eppendorf) according to the manufacturer’s instructions. qPCR primer sequences used in this study are as follows:

- F40D4.13 Forward: TGAGAGCTCAAAGCAAACGA
- F40D4.13 Reverse: AGACTCTCGCCAAGCATTGT
- F41G4.7 Forward: TGGGCTCAATTCAAGGAAAG
- F41G4.7 Reverse: CGACGTCTCCCTCTCTATGG
- ZK262.9 Forward: CGTACGTGATTTCGGAGGAT
- ZK262.9 Reverse: CTGCGCAGAAGACTTCATTG
- F58H7.5 Forward: AATGGCTCAAAATCCAGTCG
- F58H7.5 Reverse: GGTGTCACGAATCGTTGATG
- ges-1 Forward: GAAAACCGGCAGAAGTGAAG
- ges-1 Reverse: AGAGCCTCTTGCTTGCTCTG
- glp-1 Forward: CTCAAAATGAATGCGCAGAA
- glp-1 Reverse: TATCCCGAGTCGCATACACA
- pgl-1 Forward: TGTTGAGCTCACGGAACTTG
- pgl-1 Reverse: GATCGGCAGGTTCAGATTTC
- cdc-42 Forward: CTGCTGGACAGGAAGATTACG
- cdc-42 Reverse: CTCGGACATTCTCGAATGAAG

## Additional files

10.1186/s13072-016-0052-x Lists of genes with at least twofold changes (FDR ≤ 0.1) in mRNA expression between 23˚C (23C-G2 to G6) and 15˚C (15C-G1 to G3). Genes in various classes of the Venn diagram shown in Fig. 2b were also listed.
10.1186/s13072-016-0052-x qRT-PCR analyses using dissected gonads from adult WT or *hrde*-*1* mutant (23 ˚ C). mRNA levels of two germline-specific genes (*glp*-*1* and *pgl*-*1*), an intestine-specific gene (*ges*-*1*), and four high-stringent NHGs (*F40D4.13, F41G4.7, ZK262.9*, and *F58H7.5*) were examined for each of the samples.
10.1186/s13072-016-0052-x HRDE-1-repressed genes at different temperatures. (a) Scatter plots comparing the WT and *hrde*-*1* mutant transcriptomes at 15˚C, 23˚C, and p15˚C. (b) Venn diagram analysis of HRDE-repressed genes at different temperatures.
10.1186/s13072-016-0052-x Lists of HRDE-1-repressed genes (∆mRNA _[*hrde*-*1/*WT]_ ≥ 2.0 [FDR ≤ 0.1]) at 15˚C, 23 °C, and p15 °C.
10.1186/s13072-016-0052-x Box plot analyses of changes (later generations vs. 15C-G3) in Pol II for all protein-coding genes, NHGs, and high-stringent NHGs.
10.1186/s13072-016-0052-x Multigenerational mRNA, siRNA, Pol II, and H3K9me3 levels for the 41 high-stringent NHGs.
10.1186/s13072-016-0052-x Relationship between *hrde*-*1*-dependent siRNAs changes and *hrde*-*1*-dependent mRNA changes. (a) Scatter plots comparing mRNA levels of WT and *hrde*-*1* mutant for genes with *hrde*-*1*-dependent siRNA changes highlighted for all four phases. (b) Box plot comparing mRNA expression levels between WT and *hrde*-*1* mutant for genes with *hrde*-*1*-dependent siRNA changes for all phases. (c) Box plot comparing siRNA expression between WT and *hrde*-*1* mutant for all genes and genes with *hrde*-*1*-dependent mRNA changes. (The results for phase III [23C-G4, G5, and G6] in panels a, b, and c were also shown in Fig. 5c, 5d, and 5e.) (d) Genomic distributions of genes with *hrde*-*1*-dependent siRNA changes in all four phases. Wilcoxon rank-sum test was used to calculate the p-values.
10.1186/s13072-016-0052-x (a) Scatter plots comparing siRNA levels of WT and *hrde*-*1* mutant with germline-specific genes, CSR-1 targets, or HRDE-1 targets highlighted. (b) Box plots comparing siRNA levels of WT and *hrde*-*1* mutant for germline-specific genes, CSR-1 targets, or HRDE-1 targets. Germline specific genes were defined by [24]. CSR-1 or HRDE-1 target genes were defined by using the published CSR-1-coIP [25] or HRDE-1-coIP siRNA profiles [10], respectively. CSR-1 targets: ∆siRNA (CSR-1-coIP/HRDE-1-coIP) > 10 and CSR-1-coIP siRNA (rpkm) > 40. HRDE-1 targets: ∆siRNA (HRDE-1-coIP/CSR-1-coIP) > 10 and HRDE-1-coIP siRNA (rpkm) > 40.
10.1186/s13072-016-0052-x Stacked bar graph showing the accumulation of genes with siRNA reductions in the *hrde*-*1* mutant.

## Abbreviation

NHG: nuclear RNAi-repressed heat-inducible gene

# Supplementary material for: A transgenerational role of the germline nuclear RNAi pathway in repressing heat stress-induced transcriptional activation in C. elegans
**Source:** Epigenetics Chromatin. 2016 Jan 15;9:3. doi: 10.1186/s13072-016-0052-x

qRT-PCR high-stringent NHGs in dissected gonad of 23C-F6 generation

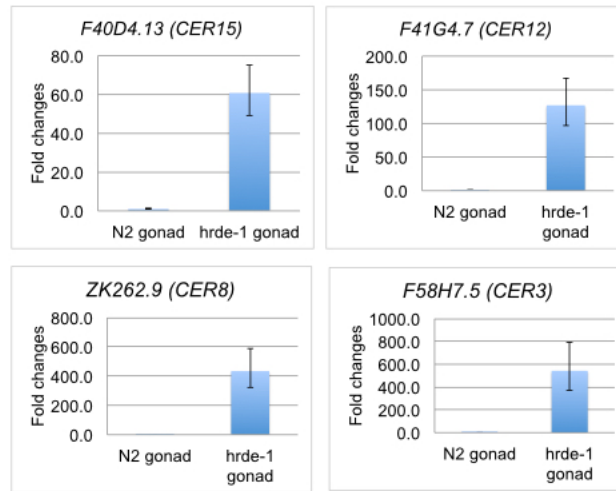

qRT-PCR intestine- and germline- specific genes in dissected gonads or intestines of 23C-F6 generation

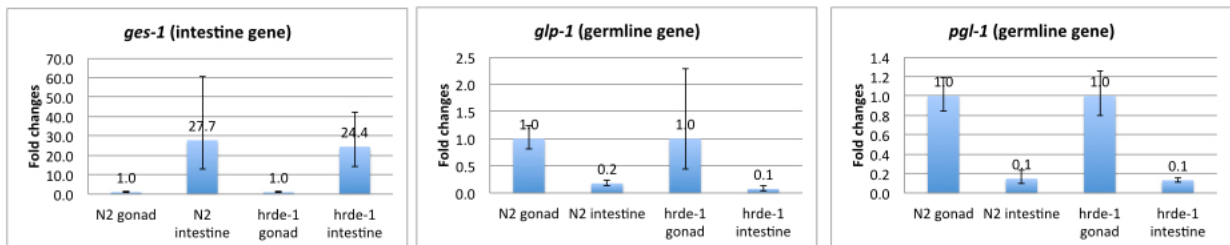

**Supplement:** Supplementary file 2 — 10.1186/s13072-016-0052-x qRT-PCR analyses using dissected gonads from adult WT or hrde-1 mutant (23 ˚ C). mRNA levels of two germline-specific genes (glp-1 and pgl-1), an intestine-specific gene (ges-1), and four high-stringent NHGs (F40D4.13, F41G4.7, ZK262.9, and F58H7.5) were examined for each of the samples.

How the deposited data were processed for this re-analysis (not part of the article)

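The samples were 48 mRNA-seq libraries of young adult *C. elegans*, WT (N2) and *hrde-1(tm1200)*, from 12 successive generations in 2 repeats. Generations 15C-G1 to G3 were grown at 15 °C, 23C-G1 to G6 at 23 °C and p15C-G1 to G3 at 15 °C again. Strain, phase and generation were read from the sample titles. The labels of the libraries titled as the second repeat give repeat number 1, and the titles were followed. The other kinds of data of the study were not used here.

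The authors aligned the reads with Bowtie 0.12.7 to an mRNA database of an older annotation release, kept perfect alignments to the sense strand, and made RPKM values from the reads of each gene, its exon length and the total reads of the library. From the deposited RPKM values, 1 read appears to have been added to the reads of every gene: 0 of the values of 20911 transcripts are 0, and the lowest values follow the library's depth. How the authors handled reads with more than 1 alignment is not stated in the paper's text. Transcripts with shared sequence can have identical values, and their reads are then not told apart. The authors called temperature-sensitive genes with DEseq, which needs counts.

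The value of 1 read in each library was recovered from the transcripts at the floor with exon lengths of the current annotation. It gives a mean of 1.132 M reads per library in repeat 1 and 2.385 M in repeat 2 (M for 1e+06). Whole reads were not recovered well enough for a test on counts, so the RPKM values were tested on the log2(RPKM + 1) scale. Transcripts with a mean of at least 0.5 RPKM over all libraries were kept, 20529 of 20911. limma 3.58.1 under R 4.3.3 was run in each repeat alone, with moderated variances of the groups compared, two-sided. Groups had 3 generations at 15 °C, 5 at 23 °C (23C-G1 was left out, since its shift began during embryogenesis) and 3 at p15 °C. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.1 and a ratio of mean RPKM of at least 2 in both repeats, or in 1 repeat where that repeat is named. Ratios were taken from mean RPKM and log2 folds from limma, so for low genes the log2 fold is smaller than the ratio. Standard errors are those of limma.

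The comparisons were 23 °C against 15 °C in each strain, *hrde-1* against WT at each phase, p15 °C against 15 °C in each strain, the interaction of strain and temperature, and the slope over 23C-G1 to G6. NHGs were the genes higher at 23 °C in *hrde-1* in both repeats and not called in WT. High-stringent NHGs also had a ratio of *hrde-1* to WT of at least 2 at 23 °C in both repeats. Exact permutation tests were used for the 6 genes checked by the paper (56 splits of the libraries), for the 6 cumulative genes (orders of the generations) and for p15 °C against 15 °C of the Table 1 genes (splits in both repeats). A permutation test with 1e+05 resamples compared the Table 1 genes with and without a CER note. Chromosomes were compared by Fisher's exact test. Overlaps are given with the number by chance, the product of the list sizes divided by 20529. Choices and measurements that share libraries were compared with 20 simulations without the effect. The NHGs were chosen anew in each simulation, while the Table 1 genes were kept fixed. Every simulated library was drawn independently. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the depth and the figures.

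Genes were named by a rule: every gene the paper names, *hrde-1* itself, the 10 called genes with the largest change in each comparison ranked by the smaller log2 fold of the 2 repeats, and up to 4 members of each list with the largest mean absolute fold. The genes of the paper's tables were seen in the paper before. The 17 lists were written from general knowledge: heat shock proteins; fatty acid desaturation and elongation; germline-expressed genes; oocyte and eggshell genes; major sperm and sperm genes; early embryo zygotic genes; yolk genes; cuticle genes; intestinal genes; muscle genes; neuronal genes; housekeeping genes; nuclear RNAi and small RNA factors; DNA damage and germ cell death genes; insulin-like peptides and DAF-16 output; antimicrobial and pathogen response genes; endoplasmic reticulum and mitochondrial stress genes. Sets were tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, with a set call at an adjusted p of at most 0.05 in both repeats.

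The steps were tested on simulated data with genes raised or lowered by known folds. For the comparison of temperatures in *hrde-1*, 50% of the genes raised 2.5 times, 55.9% of those raised 4 times and 93.9% of those raised 8 times were called in both repeats, with 0 false calls among 20529 genes. The interaction recovered 46.3%, 59.7% and 78.8%, and the slope 19.4%, 38.8% and 66.7%.

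The alternatives tried were other pseudocounts (0.1 and 5), no filter and a filter at 2 RPKM, median-ratio scaling, quantile normalization, a shared spread from all libraries of a repeat, the repeat as a block in one fit, the generation as a block, 23C-G1 included, the fold from the limma coefficient, an adjusted p of 0.05, one transcript per gene, 15C and p15C together, each repeat alone, other forms of the median fold and the slope, no fold limit, and each library left out in turn. The repeat number marks a separate run of the experiment, which is the source of the block. Precision weights on whole reads were not run, since only 24.9% of 16607 testable transcripts had at least 95% of their testable values near whole reads. Chromosome arms and centres were not analysed here.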

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

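The way of finding single libraries that stand apart was set in advance, and none of the tests in this part was chosen after seeing a result. Single libraries were tested against the rest of their group in 124 groups. About 1 in 20 groups is found by chance, which is 6.2 here, and 7 were found.

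*hsp-16.48* was at 48.99 RPKM in WT 23C-G6 of repeat 1, where the nearest generation was at 25.08 and the farthest at 17.84 RPKM. *ZC15.3* was at 1.87 RPKM in WT 23C-G4 of repeat 1 (nearest 0.88, farthest 0.76 RPKM). *ZK262.8* was at 2.46 RPKM in WT 23C-G2 of repeat 1 (nearest 1.31, farthest 1.06 RPKM). The median of the Table 1 genes was 16.24 RPKM in *hrde-1* 23C-G6 of repeat 2 (nearest 12.75, farthest 12.13 RPKM). Among the list levels (mean centred log2), the oocyte and eggshell genes were at -0.3184 in WT 23C-G2 of repeat 2 (nearest -0.07139), the neuronal genes at 0.3063 in *hrde-1* 23C-G6 of repeat 1 (nearest 0.04499), and the nuclear RNAi and small RNA factors at 0.05838 in WT 23C-G4 of repeat 1 (nearest 0.00896).

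Between the strains, 25 genes had a stronger and 3 a weaker heat response in *hrde-1* in both repeats. The paper compares p15 °C with 15 °C over all genes for Pol II and not for mRNA. For mRNA this comparison gave 1473 higher genes in WT and 499 in *hrde-1* in repeat 2, and 0 in repeat 1. The cuticle genes, which the paper does not treat, had 12 members higher at 23 °C in *hrde-1* in both repeats.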

How the results depend on the processing

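The settings were listed before the data were examined, apart from 3 added after the results were seen: the added read subtracted, the sperm gene level as covariate, and the cuticle and early embryo levels as covariates. Of 396 values under 24 settings, 310 kept their outcome and 86 did not. Of 6091 values of named genes, 5824 kept theirs. Among the 86, the difference between the Table 1 genes with and without a CER note changed sign. It was 0.234 in the main setting (permutation test, p = 0.34) and -0.387 with both low-temperature phases together (permutation test, p = 0.2). Where no cause is given, the cause was not tested.

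With a pseudocount of 0.1, the difference between the Table 1 genes with a CER note and the others was 0.4562 (permutation test, p = 0.04), and 2 genes were still raised at p15 °C in *hrde-1*. With a filter at 2 RPKM, the CER difference was 0.5383 (permutation test, p = 0.02), 2 genes rose over 23C-G1 to G6 and 4 were still raised in *hrde-1*. With median-ratio scaling, 4 genes were still raised in *hrde-1*. With one transcript per gene, the CER difference was 0.5238 (permutation test, p = 0.026) and 2 genes rose.

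With quantile normalization, 35 genes were heat-induced and 34 heat-repressed in WT, 341 and 48 in *hrde-1*, and 22 and 14 in both strains. There were 319 NHGs, the median fold of the Table 1 genes was 5.462, 1 gene had a weaker response in *hrde-1*, and 187 genes were HRDE-1-repressed at p15 °C in repeat 2. This scaling moved the median log2 fold of all genes by over 0.1 in repeat 2, from 0.08 to -0.04 for heat in *hrde-1* and from 0.07 to -0.05 for p15 °C against 15 °C in *hrde-1*.

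With a spread shared by all libraries of a repeat, 13 genes were repressed in both strains, 153 were HRDE-1-repressed at p15 °C in repeat 1, and 14 genes were still raised in *hrde-1* and 1 in WT.

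With both repeats in one fit and the repeat as a block, 549 genes were induced and 94 repressed in WT, 1421 and 70 in *hrde-1*, and 275 and 35 in both. There were 1146 NHGs, 336 genes with a stronger and 132 with a weaker response, 133 HRDE-1-repressed genes at 15 °C against 73 in repeat 1, and 195 at p15 °C against 74 in repeat 1 and 304 in repeat 2. In this fit 44 genes rose, and 271 genes were still raised in *hrde-1* and 158 in WT. A gene then needs no call in each repeat, which by construction allows more calls. Pairing by repeat is visible in the values: the median correlation was 0.11 within a repeat and -0.12 between repeats for libraries of different groups. With the generation as a block, 194 genes were HRDE-1-repressed at 15 °C in repeat 1. Libraries of the same generation had correlations between -0.12 and 0.71, over 0.1 in 15 of 22 pairs and best with their own generation in 10 of 22.

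With an adjusted p of 0.05, 38 genes were induced and 7 repressed in WT and 26 induced in both strains. With 15C and p15C together, 36 genes were repressed in WT, 306 induced in *hrde-1*, 13 repressed in both, 269 were NHGs and 36 high-stringent. The median fold of the Table 1 genes was then 2.961 and the CER difference -0.387 (permutation test, p = 0.2).

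In repeat 1 alone, 282 genes were induced and 143 repressed in WT, 1040 and 142 in *hrde-1* and 156 and 38 in both; 884 were NHGs and 10 lists had a set call in *hrde-1*. In repeat 2 alone, 311 and 60, 1237 and 43, and 120 and 14 were called; 1117 were NHGs, and 10 lists had a set call in *hrde-1* and 12 in WT. With 1 RPKM on both means, the median fold was 4.28. With no fold limit, 876 genes were HRDE-1-repressed at 23 °C in repeat 1. Precision weights (voom) were not run, because whole reads were not recovered.

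With the added read subtracted, 44 genes were induced and 10 repressed in WT, the median fold was 10.297 (WT 1.902), 171 genes were HRDE-1-repressed at p15 °C in repeat 2, and 3 genes were still raised in *hrde-1* and 1 in WT. With the sperm gene level as covariate, 117 genes were induced in WT and 86 in both strains, 42 had a stronger response, and 131 and 172 were HRDE-1-repressed at p15 °C in repeats 1 and 2. With the cuticle and early embryo levels as covariates, 0 genes were induced and 0 repressed in WT, in *hrde-1* and in both, and there were 0 NHGs. These 2 covariates share 96.6% of the variance of temperature in *hrde-1*, so this setting left nothing to test.

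With each library left out in turn, the lowest and highest values were as follows. WT: induced 31 and 68, repressed 7 and 18, median fold of the Table 1 genes 1.052 and 1.197, lists with a set call 3 and 5, still raised 0 and 0, slope of the 6 genes -0.03857 and -0.003669 (exact test, largest p = 0.86). *hrde-1*: induced 429 and 642, repressed 12 and 23, median fold 6.245 and 6.866, lists 5 and 7, still raised 0 and 4, rising genes 0 and 2, slope of the 6 genes 0.1824 and 0.266 (exact test, largest p = 0.0017). Both strains: induced 22 and 42, repressed 5 and 9, NHGs 392 and 602, high-stringent 44 and 70, stronger response 18 and 28, weaker 1 and 4, tests of the 6 checked genes with an exact p of at most 0.05 12 and 15, CER difference 0.1441 and 0.3773 (permutation test, largest p = 0.56). HRDE-1-repressed genes in repeat 1: 53 and 86 at 15 °C, 254 and 374 at 23 °C, 48 and 149 at p15 °C; in repeat 2: 70 and 628, 148 and 188, 194 and 697. Without WT 23C-G4 of repeat 1 the slope in WT was -0.03431 (exact test, p = 0.047).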

Differences from the paper's values

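The settings named in this part were set before the data were examined, and no test was chosen for it after seeing the result. The authors called genes with DEseq on counts; here limma was used on log2(RPKM + 1). A number is taken to differ from the paper's where the larger is more than 1.5 times the smaller; within that limit the numbers need not be equal.

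The paper gives 37 heat-induced genes in WT, and 67 were found. The number was within 1.5 times the paper's with quantile normalization (35), the fold from the limma coefficient (48) or an adjusted p of 0.05 (38). It was beyond that limit with a pseudocount of 0.1 (74) or 5 (56), no filter (68), a filter at 2 RPKM (84), median-ratio scaling (63), a shared spread (97), the repeat as a block (549), 23C-G1 included (66), one transcript per gene (67), 15C and p15C together (66), repeat 1 alone (282) and repeat 2 alone (311).

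The paper gives 314 heat-induced genes in *hrde-1*, and 612 were found. The number was within 1.5 times the paper's with quantile normalization (341), an adjusted p of 0.05 (426) or 15C and p15C together (306). It was beyond that limit with a pseudocount of 0.1 (647) or 5 (527), no filter (611), a filter at 2 RPKM (626), median-ratio scaling (604), a shared spread (672), the repeat as a block (1421), 23C-G1 included (508), the limma coefficient (496), one transcript per gene (596), and repeat 1 (1040) or repeat 2 (1237) alone.

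The paper gives 26 heat-induced genes shared by the strains, and 41 were found. The number was within 1.5 times the paper's with a pseudocount of 5 (36), median-ratio scaling (38), quantile normalization (22), the limma coefficient (35), an adjusted p of 0.05 (26, the paper's number) or 15C and p15C together (37). It was beyond that limit with a pseudocount of 0.1 (46), no filter (41), a filter at 2 RPKM (55), a shared spread (60), the repeat as a block (275), 23C-G1 included (49), one transcript per gene (41), and repeat 1 (156) or repeat 2 (120) alone.

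The paper gives 288 NHGs, and 571 were found. The number was within 1.5 times the paper's with quantile normalization (319), an adjusted p of 0.05 (400) or 15C and p15C together (269). It was beyond that limit with a pseudocount of 0.1 (601) or of 5, no filter (570), a filter at 2 RPKM (571), median-ratio scaling (566), a shared spread (612), the repeat as a block (1146), 23C-G1 included (459), the limma coefficient (461), one transcript per gene (555), and repeat 1 (884) or repeat 2 (1117) alone.

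The paper gives 136 genes that are HRDE-1-repressed at 23 °C only in repeat 1, and 217 were found. The number was within 1.5 times the paper's with a shared spread (174), the repeat as a block (101), 23C-G1 included (150), the limma coefficient (144) or an adjusted p of 0.05 (155). It was beyond that limit with a pseudocount of 0.1 (220) or 5 (208), no filter (215), a filter at 2 RPKM (213), median-ratio scaling, quantile normalization (239), the generation as a block (256), one transcript per gene (216) and no fold limit (783).

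The paper gives a mean of 4.6 M sequenced tags per mRNA library, and the RPKM values use a mean of 1.758 M reads (M for 1e+06). None of the settings applies to this number, and the 2 numbers are not of the same kind, since tags are counted before alignment.

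In direction and rank, the paper states that repeat 2 gave similar results for the genes that are HRDE-1-repressed at 23 °C only. Here the genes at 23 °C only were the larger part in repeat 1 (217 of 300) and the smaller part in repeat 2 (60 of 178). Set against 15 °C alone, they were the larger part in both repeats (234 of 300 and 99 of 178). The smaller part in repeat 2 thus rests on its p15 °C calls, 304 genes, which ran from 194 to 697 with single libraries left out. The rise over generations passed the exact test for 5 of the 6 genes taken as cumulative, and *ZK262.8* did not pass (exact p = 0.098). *ZC15.10*, which the paper's text gives as an example of its cumulative genes, had an exact p of 0.023.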

Other observations

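The tests of scaling, of the sperm covariate, of the variation within groups of the choice of NHGs across repeats and of the simulations without persistence were chosen after seeing the results.

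A few genes were lower in *hrde-1* than in WT. *cisd-3.1* (M88.7), which encodes an iron-sulfur protein, was lower by 1.84 and 2.10 on the log2 scale at 15 °C, by 1.61 and 2.27 at 23 °C and by 2.65 and 2.33 at p15 °C. *Y73B3A.1* was lower by 2.23 and 2.03 at 15 °C and by 2.07 and 2.25 at p15 °C, and *dmd-9* (Y67D8A.3) by 1.72 and 1.41 at 23 °C.

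NHGs were spread unevenly over levels. They were 5.62% of the 4146 genes with a mean of 5 to 20 RPKM, 2.14% of those with 20 to 100 RPKM, 0.79% of the 6043 genes under 2 RPKM and 0.49% of those over 100 RPKM. *pdi-6* (log2 folds 0.62 and 0.73) and *dnj-7* (0.60 and 1.03), which encode proteins of protein folding, rose in *hrde-1* and were not called at the fold limit in both repeats. Their list, the genes of endoplasmic reticulum and mitochondrial stress, had no set call in both repeats (camera, adjusted p = 0.022 and 0.09).

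In 100 pairs of splits of the libraries, only the real split (1 of 100) gave as many heat-induced genes in WT. The same held (1 of 100) for heat-repressed genes in WT, for both in *hrde-1*, for NHGs and for the stronger and weaker responses. The highest other split called 0 each time. This argues against a random grouping of the libraries for the heat calls and for the stronger and weaker responses. The splits took generations as exchangeable although each descends from the last, so chance is not excluded. The weaker responses were only 3 genes, and as few as 1 with a single library left out. For NHGs the splits mixed the temperatures within each strain, so they cannot test chance in the difference between the strains. For HRDE-1-repressed genes at 23 °C, 1 of 100 splits reached the real 300 in repeat 1 (highest other 56), which argues against chance there. In repeat 2, 3 of 100 splits reached the real 178 (highest other 923). Groupings other than strain thus gave more calls, and the splits ignored the generations, so no conclusion on chance is drawn for repeat 2. The split with 923 calls points to a structure of the samples other than strain, as does a split with 395 calls against the real 74 at p15 °C in repeat 1. At 15 °C and p15 °C, 10 splits are too few (1 of 10 and 1 of 10 at 15 °C, 2 of 10 and 1 of 10 at p15 °C). For genes still raised at p15 °C, the real split called 0 and so did all 100 of 100. With a real count of 0 no split can give fewer, so this test cannot decide on chance.

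More genes were heat-induced in *hrde-1* than in WT, and RNA of cuticle and embryo genes, which may come from embryos held in the adults, rose with them. Scaling is argued against, since with quantile normalization *hrde-1* had 9.74 times the genes of WT, and so is the sperm level, with 5.94 times under the sperm covariate. The test with cuticle and embryo covariates, whose outcomes were set before it was run, was void: limma called 0 genes in both strains, and sharing 96.6% of the variance of temperature was made its measure after that was seen. Slopes on these lists within groups predict 50.9% of the median heat change of the NHGs in repeat 1 and 37.12% in repeat 2. A difference in embryos or stage and a direct effect of heat cannot be told apart for the NHGs at large, and stage-matched or embryo-free adults would separate them.

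In WT of repeat 2, 1473 genes were higher at p15 °C than at 15 °C and none in repeat 1, which may come from differences in sperm or stage of the collected adults. Sperm slopes from repeat 1 predict 43.9% of the median change. With the added read subtracted, 924 calls are left, so depth could account for a part. The 2 explanations and a lasting effect of heat cannot be told apart.

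The Table 1 genes stayed above 15 °C at p15 °C in *hrde-1*. With the change predicted from sperm genes taken away, their median ratio was still 1.99 and 2.01, so the sperm level is argued against. The median ratio of all 571 NHGs was 1.309 and 2.282 in *hrde-1*, above the highest of 20 simulations without persistence (1.11 and 1.14), by at least 1.18 times. In WT the same genes had 0.996 and 1.302, so WT of repeat 2 was above these simulations too. The simulations draw each library independently and lack the structure of the samples. They cannot tell whether the 15C libraries shared between choice and measurement are the whole cause for the NHGs. Genes chosen as high-stringent in one repeat and measured in the other, with no library shared, had median ratios of 2.023 and 1.774 in *hrde-1*, and 1.102 and 1.091 in WT. For these genes, shared libraries are argued against as the whole cause. For the NHGs chosen in this way the ratio in *hrde-1* over that in WT was 1.4 in one direction and 1.06 in the other, so how much of their rise WT shares stays open.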
